# Aberrant activation of the human sex-determining gene in early embryonic development results in postnatal growth retardation and lethality in mice

**DOI:** 10.1038/s41598-017-04117-6

**Published:** 2017-06-23

**Authors:** Tatsuo Kido, Zhaoyu Sun, Yun-Fai Chris Lau

## Abstract

Sexual dimorphisms are prevalent in development, physiology and diseases in humans. Currently, the contributions of the genes on the male-specific region of the Y chromosome (MSY) in these processes are uncertain. Using a transgene activation system, the human sex-determining gene *hSRY* is activated in the single-cell embryos of the mouse. Pups with *hSRY* activated (hSRY^ON^) are born of similar sizes as those of non-activated controls. However, they retard significantly in postnatal growth and development and all die of multi-organ failure before two weeks of age. Pathological and molecular analyses indicate that hSRY^ON^ pups lack innate suckling activities, and develop fatty liver disease, arrested alveologenesis in the lung, impaired neurogenesis in the brain and occasional myocardial fibrosis and minimized thymus development. Transcriptome analysis shows that, in addition to those unique to the respective organs, various cell growth and survival pathways and functions are differentially affected in the transgenic mice. These observations suggest that ectopic activation of a Y-located *SRY* gene could exert male-specific effects in development and physiology of multiple organs, thereby contributing to sexual dimorphisms in normal biological functions and disease processes in affected individuals.

## Introduction

Sexual dimorphisms are prevalent in normal development and physiology, such as brain structures, cognition, and blood pressure phenotypes^1–6^; and pathogeneses of diseases, including neurodevelopmental diseases, such as autism and Hirschsprung disease; cognitive disorders, such as schizophrenia; neurodegenerative diseases, such as Alzheimer and Parkinson diseases; pulmonary disorders, such as bronchopulmonary dysplasia; and metabolic and hepatic diseases, such as non-alcoholic fatty liver disease; and cardiovascular diseases, such as cardiomyopathies and hypertension^7–20^. Currently, the mechanisms associated with such sex differences have not been fully investigated. Sex hormones and their receptors could have significant differential effects in these developmental, physiological and pathogenic processes^3, 7, 12, 21–23^. At present the contributions of genes on the male-specific region of the Y chromosome (MSY) to sex differences in development, physiology and diseases are uncertain. Recent sequencing studies on the mammalian Y chromosomes showed that most MSY genes have homologues on the X chromosome, and potentially share similar functions in transcription, translation, chromatin modification, RNA processing and protein stability^24^. Among the 17 human MSY genes, four, i.e. *SRY*, *TSPY*, *RBMY*, and *HSFY*, had diverged significantly from their corresponding X homologues, i.e. *SOX3*, *TSPX*, *RBMX and HSFX* respectively, and evolved to serve male-specific functions in sex determination and sperm production. Although they are mostly expressed in the testis, their expressions in non-gonadal tissues have been well-documented^25–33^. The sex-determining *SRY* gene, in particular, serves critical function in determining the male fate of the sex organ during embryogenesis, and is the most critical gene in normal male development. Hence, an aberrant activation of a MSY-located *SRY* in non-gonadal cells could disrupt/modify the normal gene regulatory programs, thereby exerting male-specific effects on the developmental, physiological and/or pathological processes of the affected cells/tissues^24–29, 31^.

SRY is the founder of a family of 20 transcription factors, harboring an SRY-related HMG box (SOX)^34^. In particular, the *SOXE* genes, i.e. *SOX9*, *SOX10* and *SOX8*, play key roles beyond the initial *SRY* actions in male sex differentiation as well as development and differentiation of numerous non-gonadal organs, including the central and peripheral nervous systems, liver, pancreas and bile duct, chondrocytes and cartilages, prostate gland, inner ear, and aorta^35–44^. They share homology with SRY only at their DNA-binding SOX domain, but diverge in their flanking sequences. Previously, we showed that SRY and SOX9 share close to half of their respective targets in the Sertoli cells during sex determination, and can differentially regulate each other’s target genes^45^. Based on these observations, we hypothesize that an ectopically expressed *SRY* in non-gonadal tissues could compete with *SOX9*/*SOXs*, and possibly other transcription factors, in their gene regulatory programs, thereby exerting male-specific effects and sexual dimorphisms in tissues/diseases in spatiotemporal manners.

In order to determine the global effects of *SRY* ectopic expression in development and physiology, we have established a Cre-LoxP transgene activation system, and evaluated the consequences of ectopic activation of the human *SRY* gene in transgenic mice. Our results show that pups with ectopic *SRY* activation (hSRY^ON^) at single-cell embryonic stage are born alive in similar size as those of non-transgenic or *Ddx4-Cre* transgenic littermates, but they retard significantly in growth and all die postnatally before two-weeks of age. Pathohistotology analyses show severe impairments in development of the heart, lung, liver and brain in ﻿h﻿SRY^ON^ animals, resulting in heart fibrosis, retarded alveologenesis in the lung, impaired neurogenesis in the brain, and hepatic steatosis. These defects apparently lead to multi-organ failures and postnatal death. Transcriptome analysis shows that unique sets of genes are differentially affected by ectopic *SRY* expression, which disturbs various canonical pathways, biological functions and signaling processes in the respective organs. Our results support the hypothesis that when ectopically expressed, *SRY* could differentially affect the normal development and physiology of somatic tissues/organs, and contribute to the pathogeneses of numerous diseases with significant male preferences.

## Results

### Establishment of a Cre-LoxP transgene activation system in the mouse

To investigate the effects of an ectopically expressed human *SRY* transgene in mouse development and physiology, we have developed a Cre-LoxP transgene activation system^46^, which consists of a responder and an activator transgenic mouse lines. The responder line harbors a bicistronic human *SRY-IRES-EGFP* transgene, which is normally silent but can be activated with a *Cre* recombinase activator (Fig. 1A, top box). Under normal conditions, a red fluorescent protein gene, *DsRed2*, is expressed under the direction of the strong actin *CAG* promoter, while the FLAG-tagged human *SRY-IRES-EGFP* gene is silent. However, in the presence of an activator, i.e. a *Cre* recombinase, the *DsRed2* gene is deleted while the *SRY-IRES-EGFP* coding sequence is repositioned immediately after the *CAG* promoter, thereby activating the ^*FLAG*^ *hSRY* and *EGFP* simultaneously (hSRY^ON^, Fig. 1, bottom box).

**Figure 1:**
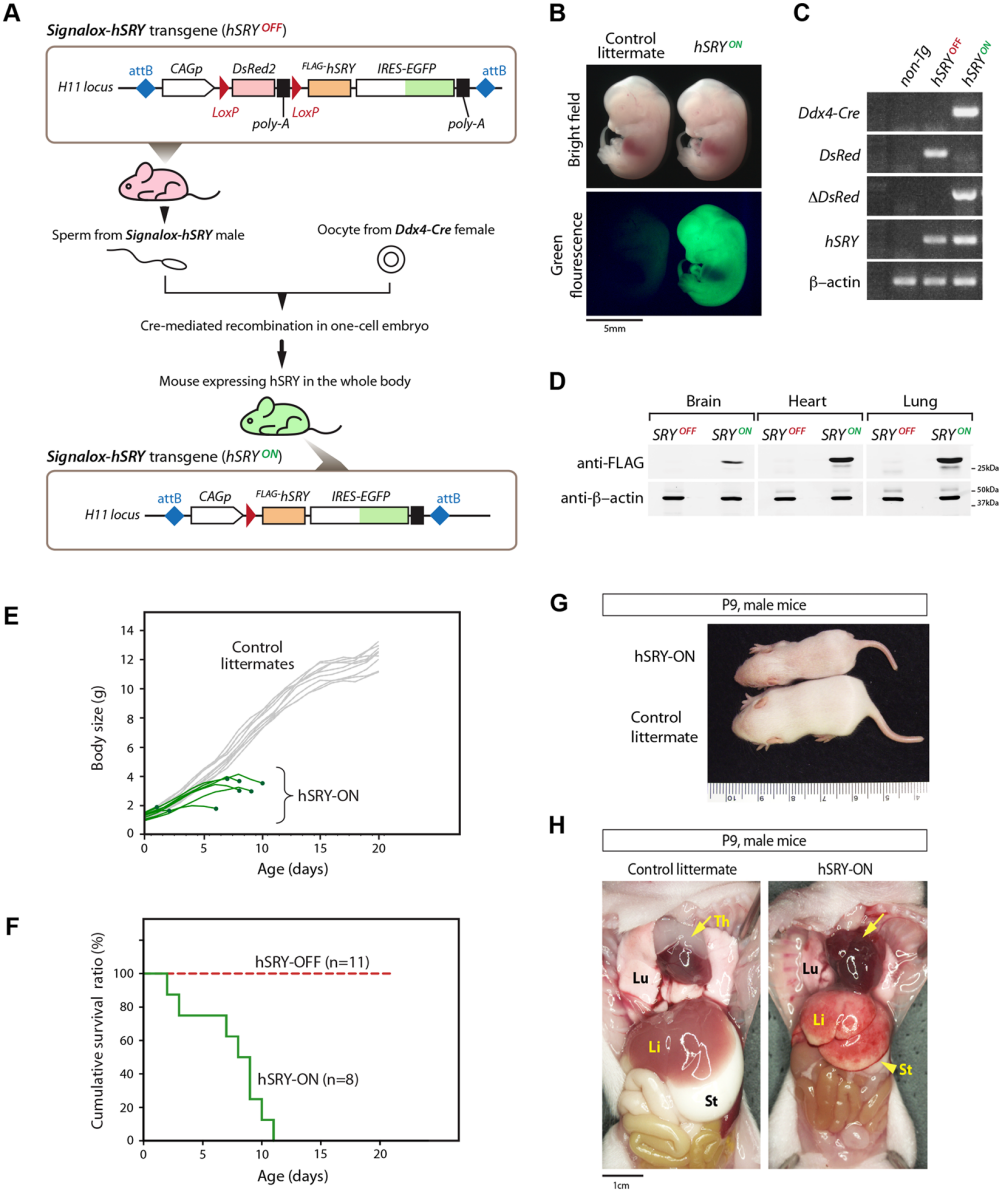
The Cre-LoxP transgene activation strategy for aberrant expression of the human *SRY* and growth retardation in transgenic mice. (**A**) Responder gene harboring human *SRY-IRES-EGFP* expression cassette (top box), capable of being activated with a Cre recombinase, i.e. from oocyte of female *Ddx4-Cre* transgenic mice (middle), resulting in activation of *SRY-IRES-EGFP* cassette (bottom box). (**B**) Co-expression of the *EGFP* gene in a E12.5 hSRY-ON embryo. (**C**) PCR analysis of non-transgenic, non-recombined and recombined *Signalox-hSRY*, showing reposition of *SRY-IRES-EGFP* under the *CAG* promoter. (**D**) Western blot analysis of protein lysates of brain, heart and lung from newborn, showing the absence and presence of FLAF-tagged human SRY protein in SRY^OFF^ and SRY^ON^ pups respectively. (**E**) Changes in body size of hSRY-ON and control littermates with age (in days). (**F**) Survival of hSRY-OFF and hSRY-ON pups with age (in days). (**G**) Example of the size of hSRY-ON and hSRY-OFF pups at P9 age. (**H**) Necropsy at P9 stage, showing lack of milk in the stomach (St) and digestive tract, absence of the thymus (Th, yellow arrows), and discolored lung (Lu) and liver (Li) in hSRY-ON animal (right), as compared to the control littermate (left).

To establish this transgene activation system, we had generated a transgenic mouse responder line harboring a single-copy integration of the *Signalox-hSRY* cassette at the *H11* locus on chromosome 11 of the mouse using the TARGATT homologous recombination technique^47^. The *Ddx4*-*Cre* transgenic mouse line^48^ was used as the activator. *Ddx4* (*Vasa*) is a RNA binding helicase essential for germ cell development. *Ddx4-Cre* transgene is expressed specifically in germ cells as early as E15 day of gestation, and throughout postnatal germ cell lineage of both sexes. *Ddx4-*directed Cre recombinase is capable of mediating a recombination of sequences flanked by LoxP sites with greater than 95% efficiency^48^. However, due to differences in cytoplasmic contents between sperms and oocytes, Cre recombinase protein is efficiently transferred to the fertilized single-cell embryos from the oocyte, but not the sperm^48^. Hence, when a female *Ddx4-Cre* mouse is crossed with a male *Signalox-hSRY* mouse, highly efficient recombination takes place in the early embryo, thereby activating the *hSRY* in the single-cell embryonic stage, irrespective the presence of the *Ddx4-Cre* transgene. The animals resulting from such crosses are hereto designated as hSRY^ON^ (or hSRY-ON) mice. Littermates harboring either the *Ddx4*-*Cre* transgene only or none of the parental transgenes (non-transgenic) are used as controls. Since under the natural conditions, only males have *SRY* and any ectopic *SRY* activation in the disease conditions will occur in males, we have focused on male hSRY^ON^ offspring in this experimental model.

All hSRY^ON^ mouse embryos and pups showed co-expression of EGFP, detectable by direct visualization of the green fluorescence, but not in their littermate controls (Fig. 1B). PCR analysis of tail DNAs with specific primer sets corresponding to recombined and non-recombined *Signalox-hSRY* transgene showed that successful Cre-mediated recombination did occur in the genomes of hSRY^ON^ embryos (Fig. 1C). The expression of the activated ^*FLAG*^ *hSRY* could be detected readily with western blotting in total protein lysates of the brain, heart, and lung of newborn (P0) hSRY^ON^ pups, but not those from age-matched non-recombined controls (SRY^OFF^, Fig. 1D). These initial results showed that *Signalox-hSRY* was successfully recombined in the single-cell embryos by the Cre recombinase transferred from the oocytes of *Ddx4-Cre* transgenic mother and the hSRY and the EGFP tracer were co-activated and co-expressed in the hSRY^ON^ animals under the spatiotemporal regulation of the actin *CAG* promoter.

### Ectopic activation of human SRY in single-cell embryos results in abnormalities in multiple organs and postnatal lethality

The hSRY^ON^ pups and control littermates were born of similar body size in the same litters (Fig. 1E). However, selected hSRY^ON^ pups began to die as early postnatal day 2, and none lived beyond two-weeks of age (Fig. 1E,F). The hSRY^ON^ pups grew notably slower than their littermate controls (Fig. 1E and G). Necropsy analysis showed that hSRY^ON^ pups had significant abnormalities, including lack of milk in their stomachs and digestive tract, discolored and bloody-looking liver and lung, and occasional absence of the thymus (Fig. 1H). Time-lapse video recording showed that hSRY^ON^ pups had minimal innate suckling activities, as compared to littermate controls, and was likely responsible for milk deficiency in their stomachs and digestive tracts. The absence or minimized thymus suggests that the development of this organ was impaired, potentially affecting the T-cell differentiation and T-cell repertoire development important for the immune system^49–51^. Bi-transgenic offspring from the reverse crosses between male *Ddx4-Cre* and female *Signalox-SRY* mice showed *hSRY* recombination and expression in the germ cell lineage, and grew normally to adulthood as their littermates (Supplemental Fig. 1). These observations suggest that early activation of the human SRY transgene in non-gonadal cells could be important in the growth retardation and postnatal lethality phenotypes observed in the hSRY^ON^ animals.

Analysis of the livers of hSRY^ON^ pups showed that the EGFP was activated (Fig. 2A) and the hSRY protein was expressed specifically in the nuclei of hepatocytes (Fig. 2B, first column), which were also stained negatively in the cytoplasm with hematoxylin and eosin (H&E) (Fig. 2B, second and third columns). Additional staining with Oil Red O showed that the H&E negative regions in the hepatocytes contained significant amount of neutral triglycerides and lipids (Fig. 2B, right column), an indication of hepatic steatosis and non-alcoholic fatty liver disease (NAFLD)^52–54^. The heart of hSRY^ON^ and littermate controls appeared morphologically normal, but selected ones from hSRY^ON^ pups showed white spots/patches (top, Fig. 2C, top), corresponding to likely location(s) of cardiac fibrosis, apoptosis, or myocardial infarction^55^. Immunohistochemistry analysis showed that human SRY was expressed in the nuclei of cardiac cells except those at apoptotic areas (Fig. 2D, left top), which were positive for the TUNEL staining (Fig. 2D, right top). Similar analysis of littermate controls did not show any hSRY expression or reactivity to TUNEL staining (Fig. 2D, lower row).

**Figure 2:**
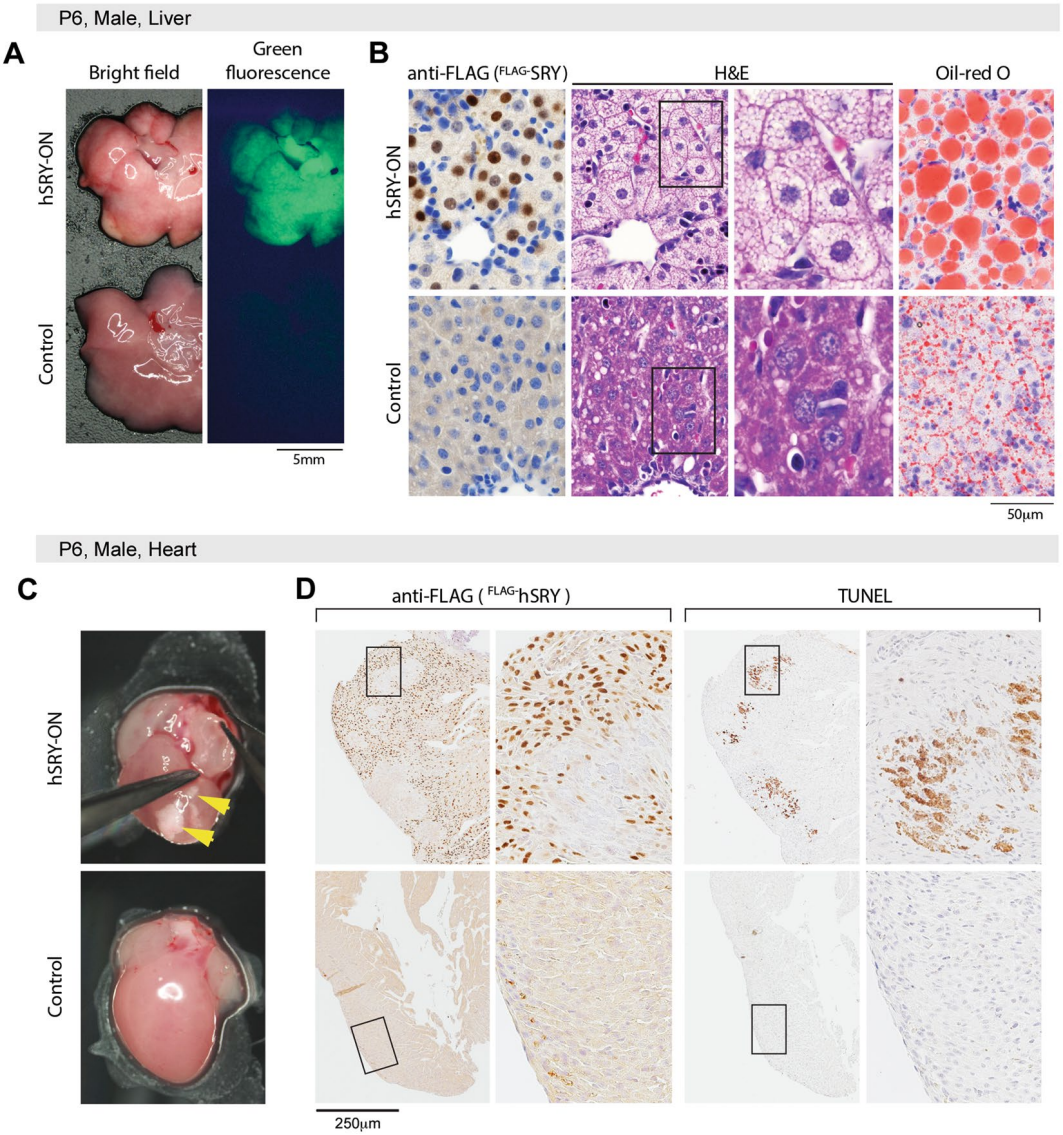
Abnormalities in the liver and heart of hSRY-ON mice. (**A**) Gross morphology of the liver of the hSRY-ON and control pups at P6 stage, showing discolored appearance and green fluorescence expression in a hSRY-ON mouse (top), as compared to control littermate (bottom). (**B**) immunostaining (anti-FLAG, left), H&E (middle) and Oil-red-O staining (right) of liver tissue sections of hSRY-ON (top row) and control littermate (bottom row), showing hSRY expression and hepatic steatosis/fatty liver disease phenotype in hSRY-ON animal. (**C**) White patches/spots (yellow arrowheads) in the heart of an hSRY-ON mouse at P6 age. (**D**) hSRY immunostaining (top, left) and TUNEL staining (top, right) in the heart of hSRY-ON mouse. hSRY protein was expressed in the nuclei of cardiac cells, except those at the TUNEL-positive sites. No hSRY expression or TUNEL staining in the heart of a control animal (bottom). Each boxed area represents the enlarged area in the corresponding immediate right figure.

The lung development goes through various stages during embryonic and postnatal life^56, 57^. Pups are normally born with alveolar sacs, surfactant production and thinning of the mesenchyme in their lungs to facilitate gas exchanges (Fig. 3A, left control column). They undergo alveologenesis to form secondary septa and microvascular structures to further subdivide the alveolar sacs and increase the alveolar surface for gas exchange and terrestrial life (Fig. 3D, left control column). The hSRY^ON^ pups were born with smaller alveolar sacs and thicker mesenchyme in their lungs (Fig. 3A,B and D, right hSRY-ON columns) and progressed minimally with limited alveologenesis activities, compared to their littermate controls (Fig. 3A,B and D, left control columns). Random measurements of the lung structures at P0 stage showed that the hSRY^ON^ pups have thicker mesenchyme (primary septa) (Fig. 3B and C), but smaller alveolar sac sizes than their control littermates (Fig. 3E). Their alveologenesis seemed to be arrested with minimal increase in secondary septa and microvascular structure formation (Fig. 3D and E). Immunohistochemistry analysis confirmed the abundant expression of the human SRY (Fig. 3A, top right) and presence of type I and II alveolar epithelial cells (AECs), as indicated by immunostaining of T1α and surfactant protein C respectively^58, 59^ (Fig. 3A, middle and bottom), suggesting that ectopic *SRY* expression in the developing lung retarded its postnatal alveologenesis and promoted bronchopulmonary dysplasia, likely resulting in deficiency in alveolar airspace, decrease in gas exchange efficiency, and impairment of respiratory functions^57^.

**Figure 3:**
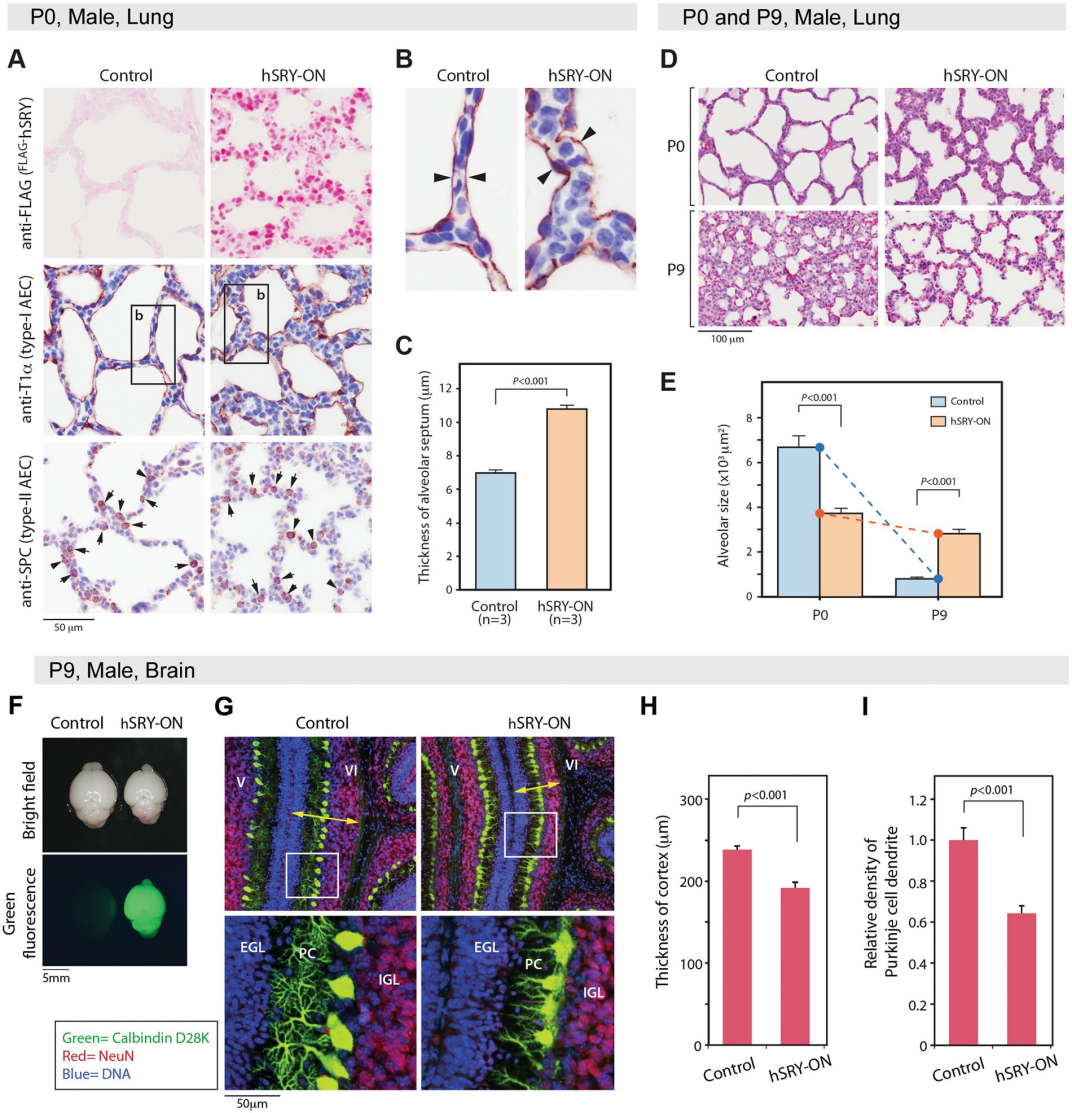
Impaired development of the lung and brain in hSRY-ON mice. (**A**) Immunostaining of hSRY (top), T1α for type I alveolar epithelial cells (middle), and surfactant protein C (SPC) for type II alveolar epithelial cells (bottom) on lung sections of newborn (P0) control (left, column) and hSRY-ON (right, column) mice. (**B**) Enlargements of boxed areas in T1α immunostaining in A. Arrowheads mark the thickness of the alveolar septa. (**C**) Average size of 432 septa thickness from the lung sections of 3 animals of hSRY-ON and control newborn pups. (**D**) H&E staining of lung sections for control (left) and hSRY-ON (right) mice at P0 and P9 age. (**E**) Average size of alveolar sacs from lung sections of 3 animals per group at P0 (350 total measurements) and P9 (550 total measurements) age of hSRY-ON and control mice. Control pups showed normal alveologenesis, starting with large alveolar sacs, which go through microvascular maturation and secondary septa development with reduced overall sac sizes. hSRY-ON pups showed minimal changes in morphology and alveolar sac sizes. (**F**) Gross morphology and green fluorescence expression in brain of an hSRY-ON mouse (right) and control littermate (left). (**G**) Double immunofluorescence of calbindin D28K (green, Purkinje-specific) and neuN (red, nuclear marker for neurons) on cerebella of control (left) and hSRY-ON (right) P9 mice. Yellow arrows indicate the transverse thickness of the molecular, Purkinje and granule cellular layers. Boxed areas on top represent areas of the enlargements in bottom figures. (**H**) Average thickness of cerebellar cortex, and ﻿(**I**) relative density of Purkinje cell dendrites in the cerebella between control and hSRY-ON mice.

Parallel to the body sizes, the brains of hSRY^ON^ pups were smaller than those of controls (Fig. 3F). Various neurological stainings, including calbindin D28K immunofluorescence and Golgi-Cox staining, showed that neurogenesis was retarded or impaired in various parts of the brains of these hSRY^ON^ pups, particularly noticeable in the cerebellum (Fig. 3G). The cerebellum undergoes postnatal growth and foliation processes, in which the cerebellar surface is folded into lobules with proliferation of the granule cell precursors, development of the molecular, Purkinje cell and granule cell layers, and arborization of the dendrites, particularly on the Purkinje cells^60^. Such postnatal cerebellar development was significantly impaired in hSRY^ON^ pups, as evidenced by reduced transverse thickness of the molecular, Purkinje cell and granule cell layers (Fig. 3G, yellow arrows, and 3H). Importantly, the size and the dendritic arbors of the Purkinje cells were greatly reduced in hSRY^ON^ animals, as compared to their littermate controls (Fig. 3I). Similar impairments of neurogenesis were also observed in other parts of the brain, such as cerebral cortex-hippocampus-thalamus-hypothalamus regions, using Golgi-Cox staining procedure (Supplemental Fig. 2). These observations suggest an impairing function(s) of an ectopically expressed human *SRY* in the overall neurogenesis in the central nervous system. It is noteworthy that these organ-specific phenotypes, such as impaired neurogenesis in the CNS, cardiomyopathies, deficient alveologenesis, abnormal metabolic homeostasis and hepatic steatosis, are frequently associated with various human diseases, such as autism and schizophrenia^8, 10, 11, 14^, cardiovascular disease^2, 3, 20, 23^, bronchopulmonary dysplasia^16, 57^, non-alcoholic fatty liver disease and hepatocellular carcinoma^17, 18, 30, 61, 62^ respectively, with significant male-biases in incidence, disease penetrance and/or progression in the respective patient populations.

### Ectopic expression of SRY differentially affects the gene regulatory programs and signaling pathways in various organs

To explore the molecular changes in the brain, heart, lung and liver between hSRY^ON^ and age-matched control pups, we had analyzed their transcriptomes at P6 stage, when close to two-third of the animals were still alive but sufficient growth retardation could be observed (Fig. 1E and F). Transcriptomes were analyzed in biological triplicates between hSRY^ON^ and control pups using the Illumina BeadArray micorarray for the mouse genome^63, 64^. 

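For the heart, total RNA of 3 male hSRY-ON and 3 male hSRY-OFF pups at postnatal day 6 was hybridized to 1 BeadChip array each. On this array the brightness of the beads that carry a probe measures the abundance of its transcript in a single colour. The methods and the sample labels name the controls hSRY-OFF, the text of the results names them control pups, and the legend of Fig. 4 gives both names. The methods define hSRY-OFF mice as carrying the transgene without recombination, whereas the results define the control littermates as carrying the Ddx4-Cre transgene only or neither transgene. The genotype of the control hearts is therefore uncertain, and with it whether each fold change compares activated hSRY with the silent transgene or with its absence. The brain, lung and liver were not analysed here. The authors deposited the mean bead intensity of 25697 probes with 18138 gene symbols on each of the 6 arrays, without normalization, and the detection p-value of each probe against the negative-control beads of the same array. At a detection p-value under 0.05, between 12138 and 12925 probes were detected in the hSRY-OFF hearts and between 12704 and 13172 in the hSRY-ON hearts. The median intensity over all probes was 188, 201 and 156 in hSRY-OFF replicates 1, 2 and 3, and 169, 173 and 167 in hSRY-ON replicates 1, 2 and 3. The undetected probes of these arrays had median intensities of 137 to 168 in the hSRY-OFF hearts and 144 to 148 in the hSRY-ON hearts. The dimmest array was hSRY-OFF replicate 3, with a mean intensity of 631 against 723 to 939 on the other arrays. The intensities were corrected for background and quantile normalized with the neqc function of limma, which adds an offset of 16 before the log2 scale. A probe was tested when it was detected on at least 3 of the 6 arrays, which left 12970 probes of 9660 genes. The groups were compared probe by probe with limma's moderated test, two-sided, and a probe was taken as differentially expressed at a Benjamini-Hochberg adjusted p-value under 0.05. Each log2 fold change is hSRY-ON minus hSRY-OFF. The paper's text names the R package TCC for normalization and differential expression, without its settings. Where a probe was above background on no array of one group, its change is given as a lower bound, the mean of the brighter group over the mean of the dimmer group with each dim array set to the lowest signal among its detected probes or the probe's own signal, whichever was higher. These bounds hold for the background-corrected intensities only. Across probes, which are not independent replicates, the normalized log2 values of arrays of the same group correlated at 0.983 to 0.992 for hSRY-OFF and 0.985 to 0.988 for hSRY-ON, and those of arrays of different groups at 0.940 to 0.960. The first principal component held 71.7% of the variance and separated the groups, and the second held 9.85%. The number of arrays limits the precision, and the smallest two-sided exact permutation p-value that 3 hearts against 3 allow is 0.1. The only probe for mouse Sry was above background on none of the 6 arrays, and the level of the human transgene was not measured here.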

Our results showed that significant changes in gene expression patterns were present at P6 stage between hSRY^ON^ and control pups (Supplemental Table S1). 

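In the heart, 3567 probes (27.5% of those tested) were differentially expressed between the hSRY-ON and hSRY-OFF pups (n = 3 each), 1788 up-regulated and 1779 down-regulated in hSRY-ON. They corresponded to 1515 up-regulated and 1461 down-regulated genes, of which 3 had probes in both directions. A change of at least 2-fold was present in 635 up-regulated and 586 down-regulated probes. Without adjustment, 5228 probes had a p-value under 0.05 in limma. All hSRY-ON hearts lay on the same side of all hSRY-OFF hearts in 45.2% of the tested probes, where chance gives 10%. The median absolute log2 fold change of the differentially expressed probes was 0.80, against a median standard error of 0.16 over the tested probes. Among the alternative normalizations and filters, leaving out the normalization between arrays moved the number most, to 1897 probes. Under that setting 38.5% of these probes were up-regulated, against 50.1% with quantile normalization, and the median log2 fold change of all tested probes was -0.12. Without hSRY-OFF replicate 1, 2239 probes were differentially expressed.
Arhgef4 had the largest increase that was measured above background in both groups, with a log2 fold change of 4.86 (standard error 0.20, adjusted p = 2.49e-05). This rank did not hold throughout. With a heart left out, a probe of Aqp8 reached 5.36, above the highest such value of Arhgef4, 5.05. Without background correction Serpina3h was higher, at 3.96 against 3.62 for Arhgef4. Fam159b increased at least 22.2-fold on the background-corrected intensities (adjusted p = 0.00144, limma), but its probe was above background on none of the hSRY-OFF arrays, so its place among these genes is not known. Both probes of the water channel gene Aqp8 increased, by 4.79 (standard error 0.68) and 4.49 (standard error 0.74). With each heart left out in turn, these ranged from 3.89 to 5.36 and from 3.52 to 5.10. Pgf and Cldn23 increased by 4.64 and 4.62, and each was above background on 2 of the 3 hSRY-OFF arrays. The largest decrease was that of Ckmt2, which encodes the mitochondrial creatine kinase of the sarcomere. Its normalized log2 intensity was 7.22 ± 0.40 (SD, n = 3) in hSRY-ON and 14.31 ± 0.11 (SD, n = 3) in hSRY-OFF hearts, a log2 fold change of -7.09 (standard error 0.20, adjusted p = 1.18e-05 from limma). Its other probe changed by -6.85 (standard error 0.29). Lrtm1 changed by -5.36, Fbp2 by -3.98, Asb10 by -3.97 and Rpl3l by -3.80. Of these, Rpl3l was above background on all 3 hSRY-ON arrays, Fbp2 on 2, and Lrtm1 and Asb10 on 1. The other probe of Lrtm1 was above background on all 3 and changed by -3.74. The first 10 genes of the heart sheet of Supplemental Table S1, of whose 2910 entries the first 1998 were used, were all up-regulated. Their log2 ratios in that sheet, from 2.98 to 3.98, are all positive and come from the same samples, so the direction is not independent evidence. The probes of Ppp1r1b, which is among these 10 genes, differed, at 3.87 for the brightest and 1.16 and 0.53 for the others, of which the last was not differentially expressed. The other two probes of Phactr1, another of the 10, were above background on no array, while the brightest changed by 3.53. With each heart left out in turn, the log2 fold change of Arhgef4 stayed between 4.67 and 5.05 and that of Ckmt2 between -7.27 and -6.89.

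**Figure D1:**
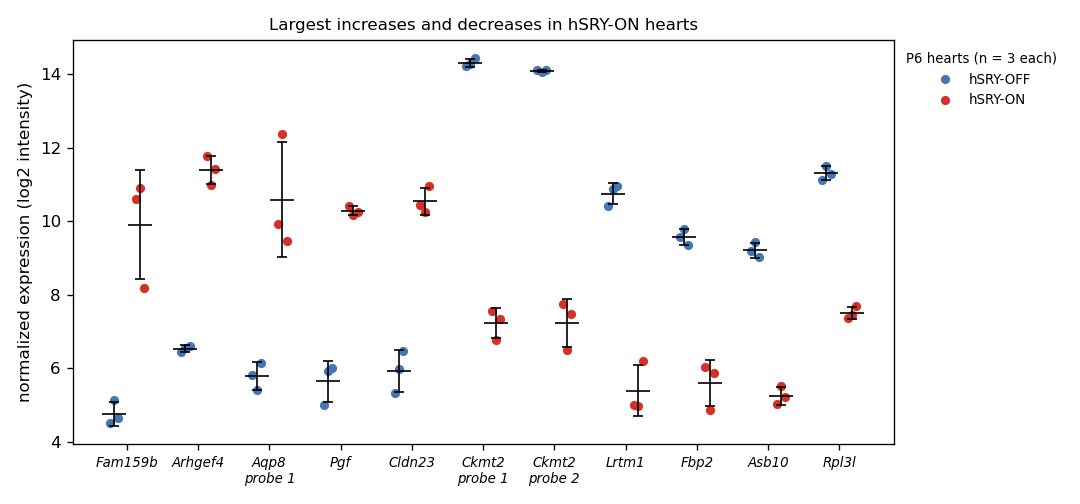
Normalized expression (log2 intensity) of the genes with the largest increases and decreases in hSRY-ON hearts. Each point is 1 heart (n = 3 hSRY-OFF in blue, n = 3 hSRY-ON in red), horizontal lines are means and bars are SDs, and a gene with a pair of probes in the plot is shown by probe. Ckmt2 probe 1 had a mean of 14.31 in hSRY-OFF and 7.22 in hSRY-ON.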

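The log2 fold changes of the heart were set against the brightness of the probes, with the tested probes split into 4 sets of equal size by their mean log2 value over the 6 arrays, which ranged from 5.03 to 15.47. In the dimmest set 734 probes (22.6%) were differentially expressed, 392 up and 342 down. In the next set the number was 909 (28.0%), with 458 up and 451 down, and in the third it was 912 (28.1%), with 447 up and 465 down. The brightest set held 1012 (31.2%), 491 up and 521 down. The median absolute log2 fold change was 0.32, 0.33, 0.28 and 0.28 from the dimmest to the brightest set, while the median standard error fell from 0.20 in the dimmest to 0.13 in the brightest. Among the up-regulated probes, 170 were above background on none of the hSRY-OFF arrays, and among the down-regulated probes, 75 were above background on none of the hSRY-ON arrays. The size of these changes is known only as a lower bound, which holds for the background-corrected intensities.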

Figure 4A shows the MA plots of the differentially expressed genes between hSRY^ON^ and age-matched controls pups among the 4 organs. 

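The paper's Supplemental Table S2 lists 1393 up-regulated and 1517 down-regulated genes of the heart, and all of them had a tested probe in the heart arrays. Of the listed up-regulated genes, 1106 (79.4%) were up-regulated here, where 218 would be by chance (Fisher's exact test, two-sided, odds ratio 73.8), and their median log2 fold change was 0.65 with quartiles of 0.47 and 0.96. Of the listed down-regulated genes, 1167 (76.9%) were down-regulated here, against 229 by chance (odds ratio 88.9), with a median of -0.64. Only 2 of the first list and 1 of the second were differentially expressed in the opposite direction. Since the study chose these genes on the same samples, the overlap is not independent evidence. The lists of the other organs were taken from the paper. By these lists, 679 of the up-regulated genes were changed in the heart only and 714 in at least 1 other organ. Of the heart-only genes 77.5% were up-regulated here, with a median log2 fold change of 0.62, and of the shared genes 81.2%, with a median of 0.69. Of the 945 genes down-regulated in the heart only, 78.1% were down-regulated here, and of the 572 shared genes 75.0% were, both with medians near that of the whole list, at -0.65 and -0.63. The paper lists 37 genes up-regulated in all 4 organs. In the heart 29 of them were up-regulated (Fisher's exact test, two-sided, p = 3.93e-17), with a median log2 fold change of 0.98. Of the 31 genes it lists as down-regulated in all 4 organs, 21 were down-regulated in the heart (the same exact test, p = 5.01e-11), with a median of -0.66. With each heart left out in turn, between 1426 and 2249 of the listed genes were differentially expressed in the listed direction, against 2273 with all 6 hearts, and the lowest number was reached without hSRY-OFF replicate 1.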

The differentially up- and down-regulated genes were compared in Venn diagrams, which showed only minimal overlaps among the 4 organs (Fig. 4B and Supplemental Table S2), suggesting that the ectopically expressed SRY could exert differential effects on the gene expression programs in each organ, examined.

**Figure 4:**
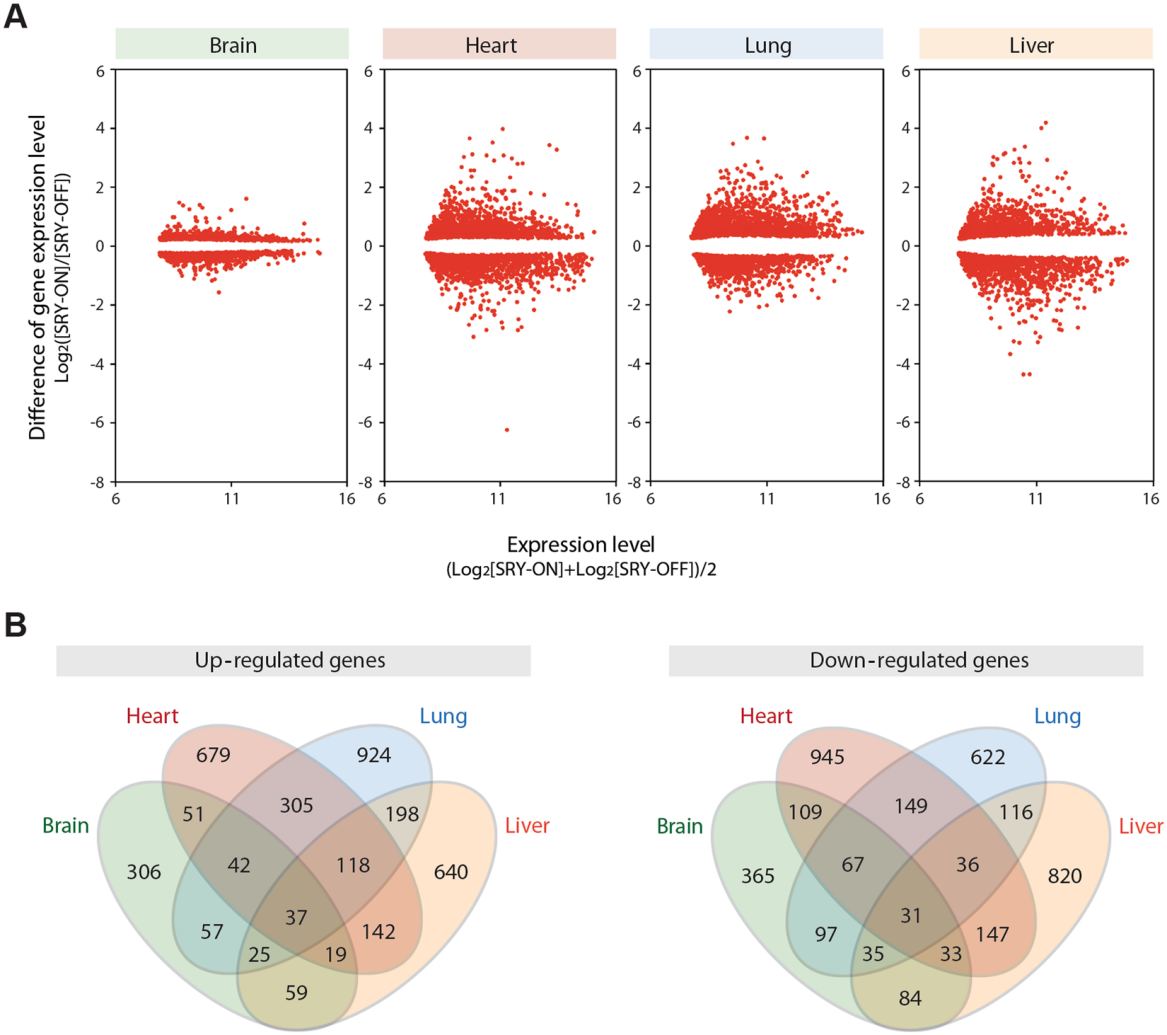
Differential gene expression patterns in brain, heart, lung and liver between hSRY-ON and control (hSRY-OFF) mice at P6 age, as revealed by transcriptome analysis. (**A**) MA plots showing differential gene expression patterns. (**B**) Venn diagrams showing extent of overlaps among differentially up regulated (left) and down regulated (right) genes among the 4 organs examined. See Supplemental Table S1 and S2 for gene lists.

To further deduce the likely signaling pathways and functions affected by *SRY* ectopic expression, the top 700 up- or down-regulated genes and the corresponding differential gene expression levels (log2) from each organ between hSRY^ON^ and control pups were analyzed with the knowledge-base Ingenuity Pathway Analysis (http://www.ingenuity.com/)^45^. 

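For the heart, the molecules that Supplemental Table S3 gives for 10 canonical pathways were looked up on the arrays. The study selected them from these samples, so their values give direction and size and are not independent evidence. They comprise 98 distinct molecules, of which 96 were matched to a tested probe, 4 of them under another name of the gene in the annotation of GRCm38.p6. In the hSRY-ON hearts 34 were up-regulated and 59 down-regulated, 93 together, and with each heart left out in turn the number stayed between 81 and 90. Of the 33 molecules of mitochondrial dysfunction 31 were down-regulated and 1 was up-regulated, with a median log2 fold change of -0.94. All 23 molecules of oxidative phosphorylation and all 9 of the TCA cycle were down-regulated, the latter with a median of -1.06. The 8 molecules of fatty acid β-oxidation were divided into 6 down- and 2 up-regulated, with a median of -0.97. Glycolysis, with 7 molecules, held 4 down- and 3 up-regulated ones (median -0.67), and gluconeogenesis, also with 7, held 5 and 2 (median -0.96). The remaining pathways had positive medians. Hepatic fibrosis and hepatic stellate cell activation had 10 up- and 7 down-regulated molecules (median 0.93), RhoA signaling 8 and 5 (median 1.05), ILK signaling 8 and 7 (median 0.66), and clathrin-mediated endocytosis 9 and 5 (median 0.97).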

The IPA results showed significant numbers of canonical pathways, diseases and functions being affected by ectopic activation of human *SRY* transgene in the mouse. The top canonical pathways included cell cycle control and cholesterol biosynthesis in the brain, mitochondrial dysfunction, oxidative phosphorylation and glycolysis in the heart, FXR/RXR activation, coagulation, and melatonin degradation in the liver, and adhesion, epithelial adherens and cell junction signaling in the lung (Supplemental Table S3). 

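For the pathways of energy metabolism in the heart, lists of genes drawn up without reference to these arrays were tested with camera, which compares the log2 fold changes of a list with those of the other tested genes (two-sided, preset correlation between genes of 0.01, the brightest probe of each gene), and the p-values were adjusted over 9 lists. Oxidative phosphorylation, with 65 tested genes, had a median log2 fold change of -0.54 (adjusted p = 1.81e-14). Of these genes 40 were differentially expressed, each of them down-regulated, and 46 were when adjusted over the list alone. The median depended on brightness. It was -0.27 over the 26 genes with a mean log2 intensity of at least 14, near the top of the scale, where changes may be compressed. From 12 to 14 it was -0.72 over 23 genes, and under 12 it was -1.08 over 16. The median of this list therefore does not rank it against the other lists. The largest decrease with the processing used was that of Ndufb2, at -1.70 (standard error 0.27, adjusted p = 0.0034 from limma). Under the alternatives that kept all hearts, Ndufb2 ranged from -1.82 to -0.72. Cox7a1, at -1.44 here, ranged from -1.61 to -1.40 under them, so the rank of Ndufb2 was not kept throughout. The TCA cycle, with 20 genes, had a median of -0.84 (adjusted p = 6.24e-09), with 15 genes down-regulated and 18 when adjusted over the list alone, led by Mdh2 at -1.59 (standard error 0.24). Fatty acid beta-oxidation, with 19 genes, had a median of -1.07 (adjusted p = 2.29e-11), with 17 genes down-regulated and 18 when adjusted over the list alone, led by Decr1 at -1.83 (standard error 0.13). In each of these lists the mean level of all 3 hSRY-ON hearts was below that of all 3 hSRY-OFF hearts. Glycolysis was not shifted in 1 direction as a list. Its 21 genes had a median of -0.18 and a mean of 0.12, which differ in sign (camera, adjusted p = 0.557), with 7 genes up- and 6 down-regulated, also when adjusted over the list alone. Members of the list thus changed in both directions, which camera does not test for, so its result does not go against the paper's naming of glycolysis. Within it Aldoc increased by 4.18 (standard error 0.17) and the glucose transporter gene Slc2a4 changed by -1.50 (standard error 0.16). The paper had drawn on the same samples for its list of differentially expressed genes, which holds 56 of the oxidative phosphorylation genes. The alternative that moved these tests most was the correlation between genes. With camera's estimated correlation none of the 9 lists passed after adjustment (adjusted p of 0.185 for oxidative phosphorylation, the TCA cycle and beta-oxidation), while under limma's fry test 6 of the 7 lists that passed with the preset correlation also passed, cell cycle being the exception. Fry asks only whether the genes of a list changed, and does not compare them with the other genes.

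**Figure D2:**
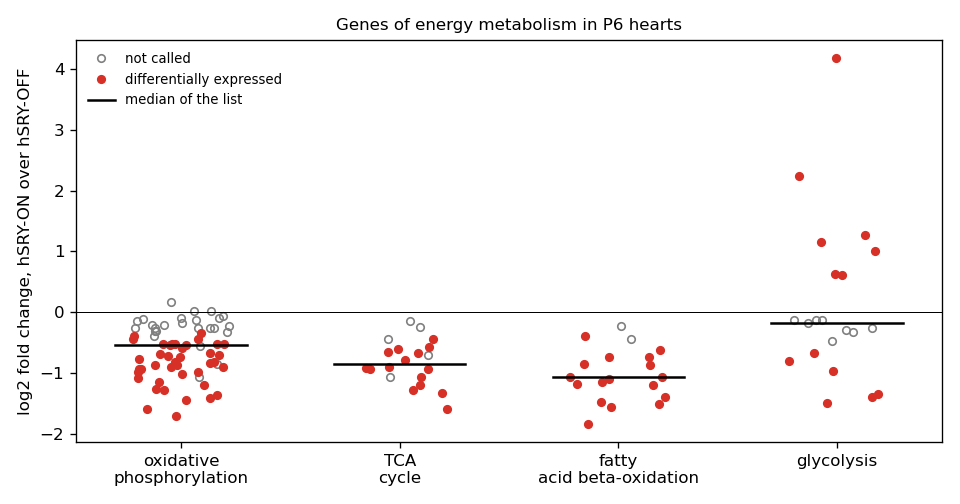
Log2 fold changes, hSRY-ON over hSRY-OFF, of the genes of 4 lists of energy metabolism in hearts at postnatal day 6. Each circle is 1 gene by its brightest probe, filled where the gene was differentially expressed, and the black line is the median of the list, at -0.54, -0.84, -1.07 and -0.18 from left to right. Of the oxidative phosphorylation genes, 26 had a mean log2 intensity of at least 14, where changes may be compressed.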

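For cell growth and proliferation in the heart, 42 tested genes of the cell cycle had a median log2 fold change of -0.43 (camera, adjusted p = 1.87e-05), and the mean level of the list was lower in each hSRY-ON heart than in each hSRY-OFF heart. Of these genes 7 were down-regulated. Adjusted over the list alone, limma called 0 of them, with 21 at an unadjusted p-value under 0.05. The expression of these genes moved together across the hearts, with an estimated correlation between genes of 0.73, and the list did not pass with that correlation or under fry. With each heart left out in turn, the median of the list ranged from -0.61 to -0.26. The gene with the largest decrease was Kif23, at -0.73 (standard error 0.22, adjusted p = 0.0455 from limma), which was not differentially expressed without the probe filter, with the replicate number as a block, or when any of hSRY-ON replicates 1 and 2 or hSRY-OFF replicates 1, 2 and 3 was left out. For cell death and survival, 34 tested genes of apoptosis and p53 targets had a median of 0.20 and a mean of 0.01 (camera, adjusted p = 0.736), so the list was not shifted in 1 direction as a whole. Individually, 7 were up-regulated and 6 down-regulated, and adjusted over the list alone 8 and 6. Fas increased by 0.89 (standard error 0.24, adjusted p = 0.0284), a call that was lost without normalization between arrays, without the probe filter, with the replicate number as a block, and when hSRY-OFF replicate 1 or 2 or hSRY-ON replicate 1 or 2 was left out. The other probe of Fas changed by 0.64 and was not differentially expressed. Bcl2l11, which encodes the pro-apoptotic protein Bim, changed by -1.56 (standard error 0.27, adjusted p = 0.00562).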

Among the top categories of molecular and cellular functions and physiological system, development and functions, there were several common ones affecting cell growth, cell proliferation, tissue morphology, cell/organismal death, survival and development, which were likely associated with the general growth retardation phenotypes. Various organ-specific categories included the nervous system development and function in the brain, cardiovascular system development in the heart, immune cell trafficking in the lung, and digestive and hepatic system development and function in the liver (Supplemental Table S4). Table 1 shows the top 10 organ-specific and individual diseases and functions, based on their classifications and p-values. In particular, abnormal morphologies of neuritis and neuroglia could be correlated to impaired neurogenesis in the brain while contraction, heart rate, and dilated cardiomyopathy could be associated with the myocardial apoptosis/necrosis or infarction phenotypes in the heart. 

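In the heart, 40 tested genes of contraction and the sarcomere had a median log2 fold change of -0.31 (camera, adjusted p = 0.0012), with 16 genes down- and 3 up-regulated, also when adjusted over the list alone. The mean level of the list was lower in each hSRY-ON heart than in each hSRY-OFF heart. The skeletal alpha-actin gene Acta1 changed by -3.25 (standard error 0.28, adjusted p = 3.89e-04), and the beta-myosin heavy chain gene Myh7 increased by 2.94 (standard error 0.18, adjusted p = 8.25e-05). The list of hypertrophy and fetal cardiac genes, 25 tested, had a median of 0.44 (camera, adjusted p = 0.046), or 0.39 with the probe known only as a bound set to it, with 11 genes up- and 5 down-regulated, also when adjusted over the list alone. Its call was lost with scale normalization, with the stricter detection filter of 0.01, with array weights, and when hSRY-OFF replicate 1 or 3 or hSRY-ON replicate 3 was left out, with medians between 0.21 and 0.45. The largest increase within it was that of Tnnt1, at 3.51 (standard error 0.11). The alpha-myosin heavy chain gene Myh6 was down-regulated at both probes, with -0.51 at the brighter (adjusted p = 0.0185) and -1.97 at the dimmer (adjusted p = 0.00154). The call of the brighter probe was lost without normalization between arrays, with the replicate number as a block, and when hSRY-OFF replicate 1 or 2 or hSRY-ON replicate 1 or 2 was left out. The troponin genes differed, with Tnni3 at -1.13 (adjusted p = 0.0066) and Tnni1 at -0.05 (adjusted p = 0.891), the latter within its standard error of 0.21. Atp2a2 changed by -0.09 at its brighter probe (adjusted p = 0.59) and by -0.53 at its dimmer one (adjusted p = 0.0324), a call that was also lost without normalization between arrays, with that block, and when hSRY-OFF replicate 1 or 2 or hSRY-ON replicate 1 or 2 was left out. Nppa was near the top of the scale in all hearts, at 15.42 in hSRY-ON and 15.28 in hSRY-OFF (adjusted p = 0.349). So were the brighter probe of Atp2a2, at 15.12 and 15.21, and that of Myh6, at 14.51 and 15.02, so that the small changes of these probes are not evidence that the transcripts changed little. Nppb changed by 0.47 (standard error 0.33, adjusted p = 0.329), and was differentially expressed, at 0.91, when hSRY-ON replicate 2 was left out. From the diseases and functions annotated to its differentially expressed genes, the paper proposes that contraction, heart rate and dilated cardiomyopathy could be associated with the apoptosis, necrosis or infarction seen in the myocardium.

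**Figure D3:**
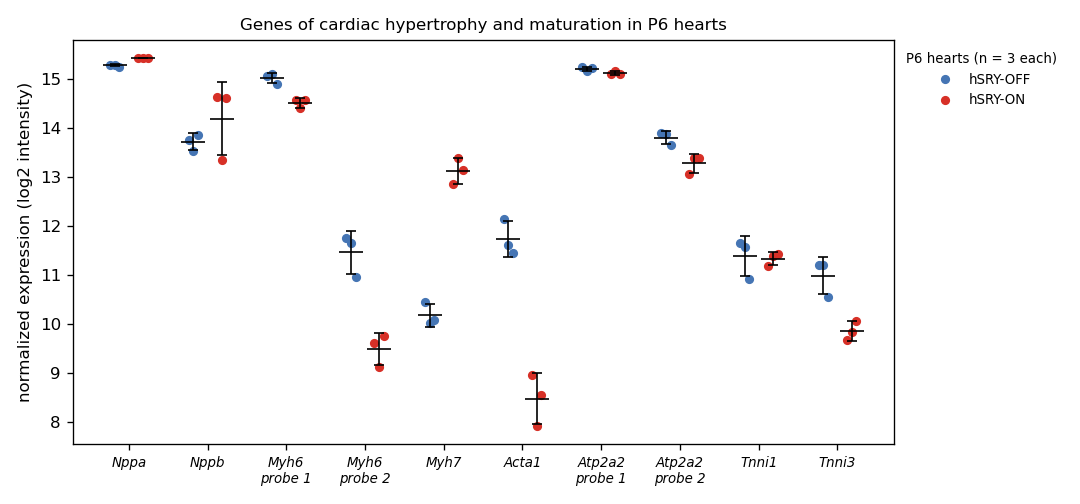
Normalized expression (log2 intensity) of 8 genes of cardiac hypertrophy and maturation in hearts at postnatal day 6. Each point is 1 heart (n = 3 hSRY-OFF in blue, n = 3 hSRY-ON in red), horizontal lines are means and bars are SDs, and Myh6 and Atp2a2 are shown by probe. All hSRY-ON hearts lie above all hSRY-OFF hearts for Myh7 and below them for Acta1.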

Abnormal morphology and formation of the pulmonary alveolus could be correlated to the impaired alveologenesis in the lung. For the liver, in addition to morphological abnormalities, hepatic steatosis and necrosis could contribute to the non-alcoholic fatty liver disease phenotypes. Notably, various tumors, e.g. glioma and gliobastoma, lung cancer, and hepatocellular carcinoma, seem to be present among the annotated diseases and functions in the brain, lung and liver respectively, suggesting that ectopic expression of *hSRY* could predispose these organs to oncogenesis, if the animals were to survive to adulthood. Collectively, the results from the transcriptome and IPA analyses support the notion that ectopic activation of the human *SRY* transgene retards general growth activities but differentially affects the developmental processes, physiological functions and likely oncogenic predisposition of various organs in the hSRY^ON^ animals.

**Table 1:** Individual diseases or function annotation pertaining to the specific organs and phenotypes.

Organ	Diseases or Functions Annotation	Categories	p-value	# Molecules
**Brain**	**Top 10 organ-related diseases and functions**			
	Abnormal morphology of central nervous system	Nervous System Development and Function, Neurological Disease	2.56E-08	46
	Glioma cancer	Cancer, Neurological Disease, Organismal Injury and Abnormalities	7.60E-08	38
	Tauopathy	Neurological Disease, Organismal Injury and Abnormalities, Psychological Disorders	1.29E-07	53
	Morphology of central nervous system	Nervous System Development and Function	1.73E-07	50
	Morphology of nervous system	Nervous System Development and Function	2.16E-07	71
	Abnormal morphology of neurites	Cell Morphology, Nervous System Development and Function, Neurological Disease, Tissue Morphology	2.22E-07	20
	Glioblastoma cancer	Cancer, Neurological Disease, Organismal Injury and Abnormalities	3.61E-07	36
	Morphology of neurites	Cell Morphology, Nervous System Development and Function, Tissue Morphology	5.56E-07	25
	Abnormal morphology of nervous system	Nervous System Development and Function, Neurological Disease	1.12E-06	59
	Morphology of neuroglia	Cell Morphology, Nervous System Development and Function	1.60E-06	16
**Heart**	**Top 10 organ-related diseases and functions**			
	Function of cardiovascular system	Cardiovascular System Development and Function	3.34E-18	55
	Heart rate	Cardiovascular System Development and Function	1.32E-16	46
	Morphology of cardiovascular system	Cardiovascular System Development and Function	1.67E-15	78
	Hypertrophy of heart	Cardiovascular Disease, Developmental Disorder, Organismal Injury and Abnormalities	9.76E-15	49
	Contraction of heart	Cardiovascular System Development and Function, Organ Morphology	3.00E-14	33
	Morphology of muscle cells	Cell Morphology, Organ Morphology, Skeletal and Muscular System Development and Function, Tissue Morphology	5.84E-14	40
	Morphology of heart	Cardiovascular System Development and Function, Organ Morphology, Organismal Development	2.65E-13	60
	Contraction of cardiac muscle	Cardiovascular System Development and Function, Organ Morphology, Skeletal and Muscular System Development and Function	7.20E-13	23
	Dilated cardiomyopathy	Cardiovascular Disease, Organismal Injury and Abnormalities, Skeletal and Muscular Disorders	7.53E-13	36
	Mass of heart	Cardiovascular Disease, Cardiovascular System Development and Function, Organ Morphology, Organismal Development	2.28E-12	26
**Lung**	**Top 10 organ-related diseases and functions**			
	Lower respiratory tract disorder	Respiratory Disease	3.06E-13	45
	Morphology of respiratory system	Respiratory System Development and Function	1.65E-09	39
	Morphology of respiratory tract	Respiratory System Development and Function	2.74E-09	30
	Abnormal morphology of respiratory system	Respiratory Disease, Respiratory System Development and Function	3.01E-09	37
	Lung tumor	Cancer, Organismal Injury and Abnormalities, Respiratory Disease	3.50E-09	141
	Respiratory system tumor	Cancer, Organismal Injury and Abnormalities, Respiratory Disease	4.98E-09	143
	Abnormal morphology of lung	Embryonic Development, Organ Development, Organ Morphology, Organismal Development, Organismal Injury and Abnormalities, Respiratory Disease, Respiratory System Development and Function, Tissue Development	7.78E-09	26
	Morphology of lung	Embryonic Development, Organ Development, Organ Morphology, Organismal Development, Respiratory System Development and Function, Tissue Development	1.35E-08	27
	Formation of lung	Embryonic Development, Organ Development, Organismal Development, Respiratory System Development and Function, Tissue Development	2.22E-08	35
	Abnormal morphology of pulmonary alveolus	Embryonic Development, Organ Development, Organ Morphology, Organismal Development, Organismal Injury and Abnormalities, Respiratory Disease, Respiratory System Development and Function, Tissue Development	2.83E-08	19
**Liver**	**Top 10 organ-related diseases and functions**			
	Morphology of liver	Digestive System Development and Function, Hepatic System Development and Function, Organ Morphology, Organismal Development	4.88E-17	53
	Hepatic steatosis	Gastrointestinal Disease, Hepatic System Disease, Metabolic Disease, Organismal Injury and Abnormalities	1.40E-15	47
	Necrosis of liver	Cell Death and Survival, Gastrointestinal Disease, Hepatic System Disease, Organismal Injury and Abnormalities	3.65E-11	35
	Abnormal morphology of liver	Digestive System Development and Function, Gastrointestinal Disease, Hepatic System Development and Function, Hepatic System Disease, Organ Morphology, Organismal Development, Organismal Injury and Abnormalities	7.15E-11	34
	Abnormal morphology of hepatobiliary system	Digestive System Development and Function, Gastrointestinal Disease, Hepatic System Development and Function, Hepatic System Disease, Organismal Development, Organismal Injury and Abnormalities	9.47E-11	35
	Hepatocellular carcinoma	Cancer, Gastrointestinal Disease, Hepatic System Disease, Organismal Injury and Abnormalities	8.65E-09	69
	Mass of liver	Digestive System Development and Function, Hepatic System Development and Function, Organ Morphology, Organismal Development	1.03E-08	21
	Proliferation of liver cells	Cellular Development, Cellular Growth and Proliferation, Digestive System Development and Function, Hepatic System Development and Function, Organ Development	1.26E-08	26
	Morphology of liver cells	Cell Morphology, Digestive System Development and Function, Hepatic System Development and Function, Organ Morphology, Organismal Development	1.39E-07	17
	Morphology of hepatocytes	Cell Morphology, Digestive System Development and Function, Hepatic System Development and Function, Organ Morphology, Organismal Development, Tissue Morphology	1.74E-07	16

## Discussion

SRY is absolutely required for normal testis differentiation, but perhaps not critical in development and/or physiology of other organs/cell types in mammals. Our study was initially inferred from the observations that SRY and SOX9 share a significant number of common target genes, and are capable of binding to the promoters and affecting their expressions^45^, suggesting that ectopic *SRY* expression in non-gonadal cells, as observed frequently in various somatic tissues^25–29^, could compete with the normal gene regulatory functions of the resident *SOX* genes. The establishment of a Cre-LoxP transgene activation system has provided an experimental strategy to examine the effects of such aberrant *hSRY* expression in whole animals. As an initial attempt, we have specifically and globally activated the human *SRY* transgene at the single-cell embryonic stage in the mouse. The selection of the human *SRY* gene in this evaluation was based on two reasons. First, beside their SRY-related HMG box (SOX) domain, the human *SRY* and mouse *Sry* gene diverged considerably at the flanking sequences^65, 66^. The mouse *Sry* has evolved to encode a glutamine-rich domain at its carboxyl terminus, absent in the *SRY/Sry* of most other mammals^65^. This glutamine-rich domain is required for proper determination of the male sex in the mouse^67^. Since we are modeling human diseases, we have selected the human *SRY* for evaluation of its effects in the development and physiology of transgenic mice. Second, early studies showed that the human *SRY* is incapable of mediating any sex reversal in transgenic XX mice^68^, thereby eliminating the complication of gonadal dysgenesis, abnormal actions of the sex hormones and their biological consequences in the system. Our results clearly support the hypothesis that activation of the human *SRY* on non-gonadal cells could exert disruptive effects on the developmental and physiological processes in multiple organs. We surmise that such genetic modifying actions of the *hSRY* transgene were likely to have fetal origins and initiated in early stages during embryogenesis^69, 70^. Subsequent characterization of the animals showed that the major organs, such as the thymus, brain, heart, lung, digestive tract and liver, were greatly affected by such aberrant SRY actions, resulting in inhibited thymus differentiation, impaired neurogenesis, cardiac necrosis and apoptosis, arrested pulmonary alveologenesis, and hepatic steatosis and non-alcoholic fatty liver disease. Although the exact reasons for their postnatal lethality is currently uncertain, these impairments and insufficiencies could be intertwined and collectively contribute to the observed phenotypes in the various organs. For example, impaired thymus development could affect the T-cell differentiation and compromise immune system; deficiency in neurogenesis of the CNS could affect the innate suckling activities and other important neural functions; retarded pulmonary alveologenesis could affect the respiratory functions and oxygen supply to the brain and other vital organs; necrosis and apoptosis of cardiac cells could weaken the heart and impair the circulatory system and supplies of nutrients; and hepatic steatosis could minimize metabolism and detoxification functions of the liver. Collectively these abnormalities could contribute to the postnatal growth retardation and lethality in a multi-organ failure mechanism(s).

At present, the molecular mechanisms of SRY modifying actions are uncertain. Our initial postulation suggests that SRY could compete with the resident SOX transcription factor(s) and disrupt its/their gene regulatory programs^36, 38, 40, 42, 44, 45^. However, we believe that this could be one of many possible mechanisms of SRY modulatory actions. Detailed characterization of two SRY targets, the monoamine oxidase A (*MAOA*) and *RET* oncogene, involved in neural development/cognitive functions and enteric nervous system development respectively^9, 28, 71, 72^, show that SRY could bind to the promoters of both genes, but exert its modifying actions with different mechanisms. SRY collaborates with the transcription factor SP1, and up regulates the endogenous *MAOA* expression at both transcription and protein levels in neural cells^73^. SRY exerts its modulating functions on *RET* expression by competing and interfering the interactions between the related SOX10 and two resident transcription factors, i.e. NKx2–1 and PAX3, on the *RET* promoter, thereby repressing their transcriptional activation of *RET* gene^28^. SRY effects on *MAOA* and *RET* expression could affect normal synaptogenesis and neurotransmission, and enteric nervous system development, and contribute to pathogeneses of diseases associated with these two genes, i.e. depression/cognitive disorders and Hirschsprung disease respectively. Significantly, these disorders show various sexual dimorphisms in disease incidence, susceptibility and penetrance among the respective patient populations^9, 71, 72, 74^. Hence, these studies support the notion that *SRY* could affect its target gene expression through different interactive partners and molecular mechanisms. Indeed, various studies show that SRY and SOX proteins interact with a variety of co-factors, and form complexes with specific transcriptional functions and propensity^75, 76^. SRY interacts with several transcription activators, such as SF1 and SP1; chromatin modulator, such as the poly(ADP-ribose)polymerase 1 (PARP1); transcriptional repressors, such as KAP1-HP1 gene-silencing complex; β-catenin in the WNT signaling pathway; the male hormone receptor, i.e. androgen receptor; and partnering NKx2.1 and PAX3 transcription factors, as in the case of *RET* gene regulation, and differentially modulate the expression of respective target genes^28, 73, 77–82^. Hence, the genetic modifying effects of an ectopically expressed *SRY* could be extremely complex; and its stimulatory/disruptive actions are context-specific and dependent on availability of co-factors in the affected cells/tissues in spatiotemporal manners.

SRY contributions to sexual dimorphisms on human development and diseases depend on at least two aspects under natural conditions. First, the Y-located endogenous *SRY* gene needs to be epigenetically activated in the tissue or cell types being affected. Previous studies demonstrated that *SRY* expression could be detected in various tissues apart from the testis, such as the brain, enteric nervous system, kidney and other organs/cell types under normal and diseased conditions^26, 28, 29, 83, 84^. Hence, such ectopic expressions of *SRY* in non-gonadal cells/tissues could be likely events. Currently, the mechanisms for such epigenetic activation of the Y-located *SRY* are still uncertain. Presumably, various biological and physical environments both at embryonic and postnatal stages could influence such non-gonadal *SRY* expression, the nature and mechanisms of which need to be further elucidated. Second, the spatiotemporal sites and the magnitudes of such activation of the Y-located *SRY* could be key in mediating the biological consequences. Further, some cell types/organs could harbor the specific co-factors important for *SRY* to exert its genetic modifying actions while others could be deficient in such co-factors, thereby resulting in differential actions and variable effects. We surmise that under mild activation state *SRY* could exert normal sexual dimorphisms, such as brain structures and blood pressure regulation between the sexes^2, 3, 5^, while abnormal and elevated levels of activation could result in sexually dimorphic diseases, such as autism spectrum disorder and hypertension respectively for examples, with significant male incidence and penetrance^7, 8, 85^. Accordingly, the biological effects of *SRY* in sexual dimorphisms between the sexes are dependent on how, when, where and how much it is aberrantly activated during the different stages of the life of a male individual. The present study has established and demonstrated the feasibility of a Cre-LoxP transgene activation system, thereby providing an experimental strategy using tissue-specific and/or developmental *Cre* transgenic lines to functionally evaluate the contributions of *SRY* and other MSY genes in health and diseases of man.

## Methods

### Animals

The *Signalox-hSRY* transgene vector was constructed as described in the supplemental Materials and Methods. The *Signalox-hSRY* mouse line was generated by using TARGATT technology^47^ at Applied StemCell Inc. (Milpitas, CA), to integrate a single copy of *Signalox-hSRY* transgene into the *H11* locus (Fig. 1A) on chromosome 11 of the mouse genome. All mice in the present study were kept in the FVB/N genetic background. The *Signalox-hSRY* mice without Cre-mediated recombination are designated as hSRY-OFF (or ﻿hSRY^OFF^), to indicate that *hSRY* was not activated. *Ddx4-Cre* mouse line was obtained from the Jackson Laboratory (Bar Harbor, ME). The fully recombined *Signalox-hSRY* transgenic mice were obtained from crosses between heterozygous male *Signalox-hSRY* mice and female *Ddx4-Cre* mice (Fig. 1A), and are designated as hSRY-ON (or ﻿hSRY^ON^). Since the Cre recombinase was transferred from the cytoplasm of the oocytes and activated the *Signalox-hSRY* transgene in the single-cell embryos irrespective the transgenic status of *Ddx4-Cre* transgene, littermates without *Signalox-hSRY* transgene, i.e. either non-transgenic or transgenic for only *Ddx4-Cre*, are designated as control littermates. The mouse genotype was screened by PCR on genomic DNA from tail biopsy using primer sets as following: *Cre*, 5′-CCA CGA CCA AGT GAC AGC AAT G-3′ and 5′-CAG AGA CGG AAA TCC ATC GCT C-3′; *hSRY*, 5′-GAA CGC ATT CAT CGT GTG GTC-3′ and 5′-CCA TTC TTG AGT GTG TGG CTT TC-3′; *DsRed*, 5′-TCC AAG GTG TAC GTG AAG CAC C-3′ and 5′-GGA CTT GAA CTC CAC CAG GTA GTG-3′; hSRY-ON (after recombination), 5′-GCC TCT GCT AAC CAT GTT CAT GC-3′ and 5′-CCA TTC TTG AGT GTG TGG CTT TC-3′. Fluorescent images of raw tissues were recorded by using a Leica MZFLIII-DC300F digital imaging system.

All animals were maintained at the Animal Care Facility of San Francisco VA Medical Center. The Institutional Animal Care and Use Committee approved all experimental procedures in accordance with the NIH *Guide for Care and Use of Laboratory Animals*.

### Western blot analysis

Western blot analysis was performed as described previously^46, 86^ with anti-FLAG mouse IgG (clone M2, Sigma-Aldrich) and anti-actin mouse IgG (clone C4, EMD Millipore), and detected by IRDye680-conjugated anti-mouse IgG antibodies (LI-COR, Lincoln, NE), and infrared imaging system Odyssey (LI-COR).

### Immunofluorescence and Immunohistochemical analysis

Immunofluorescence and immunohistochemical analyses of tissue sections were performed as described previously^30, 46^. Antibodies specific to the following proteins were obtained from various vendors, as indicated: anti-FLAG mouse IgG (clone M2, Sigma-Aldrich), anti-Calbindin D28K goat polyclonal IgG (C-20, Santa Cruz Biotechnology, Dallas, TX), anti-NeuN mouse IgG (clone A60, EMD Millipore), anti-Prosurfactant Protein C rabbit antiserum (EMD Millipore), and anti-Podoplanin hamster IgG (clone 8.1.1, Developmental Studies Hybridoma Bank, Iowa, IA). For the immunofluorescence analyses, Alexa Fluor 594 (red)-conjugated anti-mouse IgG and Alexa Fuor 488 (green)-conjugated anti-goat IgG (Molecular Probes/Thermo Fisher Scientific) were used as secondary antibodies. Nuclei were visualized by staining with 4′,6-Diamidine-2′-phenylindole dihydrochloride (DAPI). Immunofluorescence was examined with a Nikon Eclipse Ti inverted microscope and digital imaging system. For the immunohistochemical analyses, the immunoreactive sites were detected with the SuperPicture polymer detection kit for mouse IgG (ZYMED/Invitrogen, Carlsbad, CA) or VECTASTAIN ABC-Elite HRP kit for hamster IgG (Vector laboratories). Sections were counterstained by hematoxylin to visualize the nuclei (Abcam, Cambridge, MA), and examined and recorded with a Zeiss Axio Imager A2 digital imaging system. Area quantification was performed with the ImageJ program (Rasband, W.S., ImageJ, U. S. National Institutes of Health, Bethesda, Maryland, USA, http://imagej.nih.gov/ij/, 1997–2016).

Terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) was performed with the ApopTag peroxidase *in situ* apoptosis detection kit (S7100, EMD Millipore) according to the manufacture’s instructions.

### Oil Red O staining

Oil Red O staining was performed as described^54^. In brief, the dissected liver tissue was frozen in liquid nitrogen and sectioned at 12 μm with a cryostat (CM1850, Leica Biosystems, Buffalo Grove, IL). After drying for 10 min at room temperature, sections were stained by 3.75 g/L Oil Red O (Sigma-Aldrich) dissolved in 60% isopropanol-water solution for 5 min, and washed with water for 30 min. Sections were counterstained by hematoxylin to visualize the nuclei.

### Golgi-Cox Impregnation

Golgi-Cox impregnation (Golgi staining) of neural tissues were performed on the brain tissues of P9 and P12 ﻿hSRY^ON^ and control pups, using a FD Rapid GolgiStain kit (FD Neurotechnologies, Inc., Columbia, MD), according to recommended protocols of the manufacturer^87^. After Golgi staining, 100 to 200 micron sections were obtained across the brain, and mounted on microscope slides without counterstaining. The tissue sections were examined and recorded with the Zeiss Axio Imager 2 microscope and digital image recording system, as above.

### Lung alveolar septa and alveolar space, and cerebellum cortex and Purkinje cell dendrite measurements

The thickness of the alveolar septum in the lungs between hSRY-ON and control pups at P0 stage was measured randomly in 3 male animals in each group and approximately 144 measurements per animal. The alveolar space sizes were measured similarly at P0 and P9 stages with approximately 120 and 190 measurements per animal respectively. The thickness of the lobe-VI in cerebellum cortex was measured at 6 sites in 3 mice per group with the immunofluorescence images. The densities of the Purkinje cell dendrites were measured within a 105-micron x 20-micron area at 18 sites in 3 control and 14 sites in 3 hSRY-ON mice. The measurements for the alveolar space and the dendrite density were performed with the NIH Image J program. The means and standard errors were calculated from the respective measurements between hSRY-ON and control pups and the p-values were analyzed with the Student’s t-test. P-values ≤ 0.05 were considered to be statistically significant.

### Transcriptome analyses

Total RNAs were isolated from the dissected tissues of male hSRY-OFF and hSRY-ON mice (n = 3 for each group) at postnatal age day 6 (P6) with the TRIZOL Plus RNA Purification kit (Ambion/Thermo Fisher Scientific). 

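The sex of the hearts was checked on the arrays by sex-linked genes. The Y-linked gene Ddx3y was expressed in all 6 hearts, with a normalized log2 intensity of 11.35 ± 0.07 (SD, n = 3) in hSRY-ON and 11.10 ± 0.36 (SD, n = 3) in hSRY-OFF, a log2 fold change of 0.25 (adjusted p = 0.363, limma). Without hSRY-OFF replicate 3 the change was 0.45 and passed the threshold. The other two probes of Ddx3y were above background on no array. Both probes of Xist, the gene that silences the second X chromosome of females, were above background on none of the 6 arrays. Uty, also Y-linked, was above background on 2 of the 3 hSRY-ON and all 3 hSRY-OFF arrays, with a log2 fold change of -0.37 (adjusted p = 0.208). Of the other Y-linked genes, Rbmy1a1 was above background on all 6 arrays, with a log2 fold change of -0.25 (adjusted p = 0.203), Jarid1d on 1 of the 3 arrays of each group, and Eif2s3y, Usp9y, Zfy1, Zfy2 and Ssty2 on none.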

To adjust the genetic background in the transcriptome analyses, we selected the hSRY-ON mice that did not harbor the *Ddx4*-*Cre* transgene. The global gene expression analyses were carried out with MouseRef-8 v2.0 expression BeadChip (Illumina, San Diego, CA), a microarray-hybridization based method, at UCLA Neuroscience Gnomic Core (Los Angels, CA). Normalization and differential gene expression analyses were performed with an R package TCC^88^. The top 700 differentially expressed genes of each organ were analyzed with the Ingenuity Pathways Analysis using the core analysis suite in November 2016.

## Electronic supplementary material

Supplemental Information

Supplemental Table S1

Supplemental Table S2

Supplemental Table S3

Supplemental Table S4

# Supplementary material for: Aberrant activation of the human sex-determining gene in early embryonic development results in postnatal growth retardation and lethality in mice
**Source:** Sci Rep. 2017 Jun 23;7:4113. doi: 10.1038/s41598-017-04117-6
**Supplement:** Supplementary file 1 — Supplemental Information

# Aberrant activation of the human sex-determining gene in early embryonic development results in postnatal growth retardation and lethality in mice

Tatsuo Kido, Zhaoyu Sun and Yun-Fai Chris Lau\*

Department of Medicine  
VA Medical Center  
Institute for Human Genetics  
University of California, San Francisco  
San Francisco, California

## **SUPPLEMENTAL INFORMATION**

## Supplemental Information

### Materials and Methods

**Construction of the *Signalox-hSRY* transgene vector.** All PCRs for vector construction were performed by using the FastStart High Fidelity PCR system (Roche Diagnostics, Indianapolis, IN) according to the manufacture's instructions. The sequences of PCR products were verified by DNA sequencing after cloning into *pGEM-Teasy* vector (Promega, Madison, WI).

***pGEM-LoxP-DsRed*:** LoxP sequences were added at the 5' end of DsRed2-polyA cassette of *pDsRed2-N1* (Clontech, Mountain View, CA) by PCR, and cloned into the cloning site of *pGEM-Teasy* vector. The primer sequences were 5'-GCC CAT GGA TAA CTT CGT ATA GCA TAC ATT ATA CGA AGT TAT GCC ACC ATG GCC TCC TCC GAG AAC-3' and 5'-GCA GAT CTA TGC AGT GAA AAA AAT GCT TTA TT-3'. Underline indicates the LoxP sequences.

***pBT378-LoxP-DsRed*:** The DNA fragment of LoxP-DsRed-polyA was extracted from *pGEM-LoxP-DsRed* vector by using SacI and SacII, and treated by Klenow enzyme (Promega) to generate blunt-ends. *pBT378* vector (Applied StemCell, Milpitas, CA), harboring attBs for  $\phi$ C31-mediated cassette exchange, was digested by using PstI and EcoRI. After treatment with Klenow enzyme to generate blunt-ends, *pBT378* vector was ligated with the DNA fragment of LoxP-DsRed-polyA.

***pBT378-CAGp-LoxP-DsRed*:** The DNA fragment of the ubiquitously active chicken  $\beta$ -actin promoter (CAGp) was extracted from *pCAGGS-NLS-Cre-PGKPuro/cg* vector (a gift of C. Lobe, Sunnybrook and Women's College Health Science Center, Toronto) by using SalI and PstI, and inserted into the HindIII site of *pBT378-LoxP-DsRed* vector after Klenow treatment. Procedures are graphically demonstrated as Diagram A, below.

***pGEM-FLAG-hSRY*:** The gene coding FLAG-tagged human SRY (FLAG-hSRY) (1) flanked by XhoI sites at both 5' and 3' ends was cloned into the cloning site of *pGEM-Teasy* vector.

***pGEM-LoxP-EGFP***: LoxP sequences were added at the 5' end of IRES-EGFP cassette of *pIRES2-EGFP* (Clontech, Mountain View, CA) by PCR, and cloned into the cloning site of *pGEM-Teasy* vector. The primer sequences were 5'-GCA GAT CTA TAA CTT CGT ATA GCA TAC ATT ATA CGA AGT TAT CTC GAG CTC AAG CTT CGA ATT CTG-3' and 5'-GCG AAT TCT TAC TTG TAC AGC TCG TCC ATG CC-3'. Underline indicates the LoxP sequences.

***pGEM-LoxP-hSRY-EGFP***: The DNA fragment of FLAG-hSRY was extracted from *pGEM-FLAG-hSRY* by using XhoI, and inserted into the XhoI site of *pGEM-LoxP-EGFP* vector.

***pBT378-CAGp-LoxP-DsRed-LoxP-hSRY-EGFP (pSignalox-hSRY)***: *pBT378-CAGp-LoxP-DsRed* was digested by BglII and treated with Klenow enzyme. The cassette of LoxP-hSRY-EGFP was extracted from *pGEM-LoxP-hSRY-EGFP* vector by using NotI, treated by Klenow enzyme, and inserted into the BglII site as prepared above. The resultant vector is designated as *pSignalox-hSRY* in the present study. Procedures are graphically demonstrated as Diagram B and C, below.

## References

1. Oh, H.J., Li, Y. and Lau, Y.F. (2005) Sry associates with the heterochromatin protein 1 complex by interacting with a KRAB domain protein. *Biol. Reprod.*, **72**, 407-415.

A.

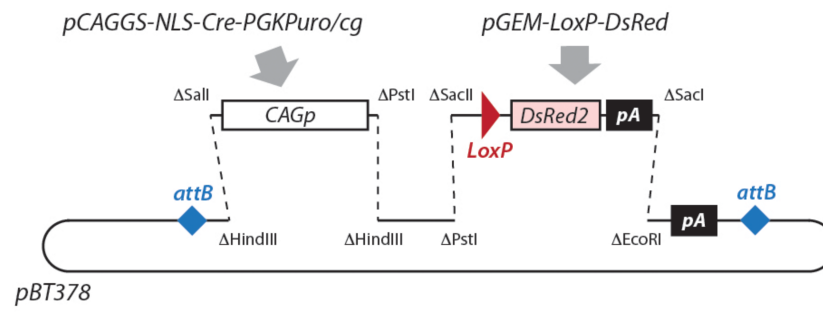

Construction of *pBT378-CAGp-LoxP-DsRed* vector

B.

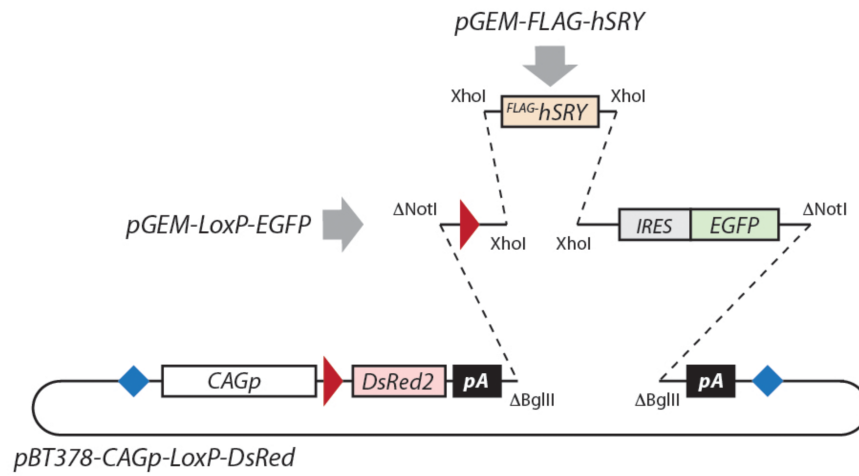

Construction of *pBT378-CAGp-LoxP-DsRed* vector

C.

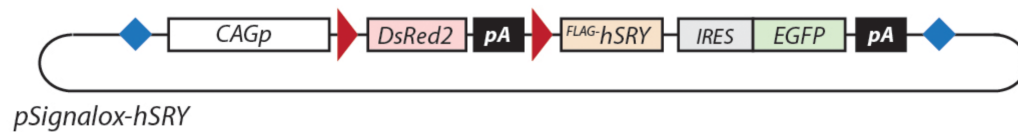

*pSignalox-hSRY* vector

Figure A-C. Illustrations of cloning strategy for Signal-hSRY vector.

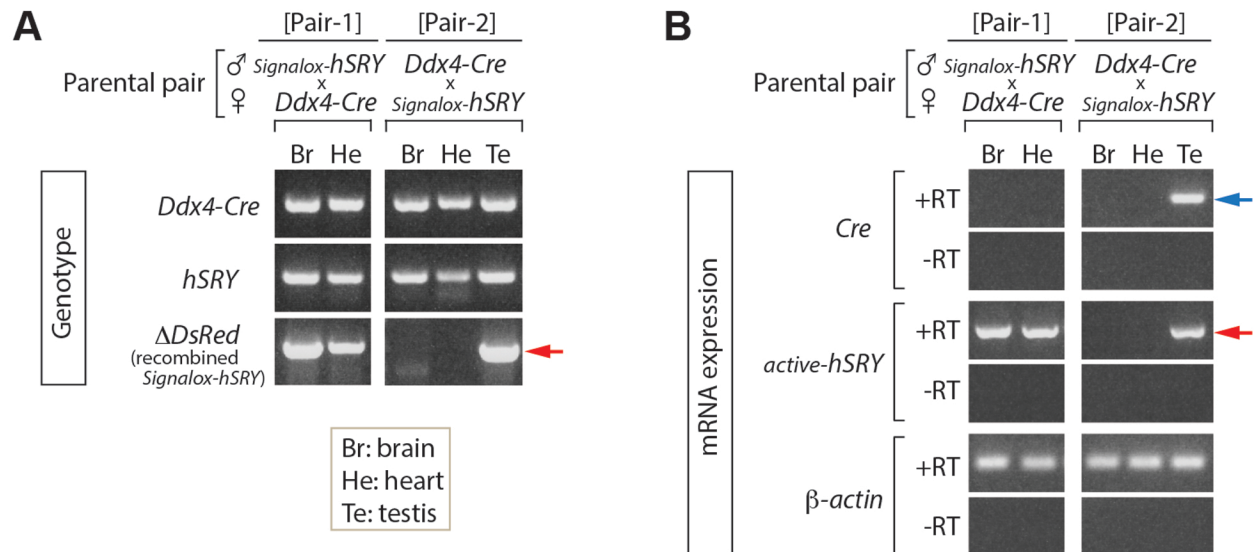

Supplemental Figure 1. Parental-pair dependent recombination and expression of the *Signalox-hSRY* transgene mediated by *Ddx4-Cre*. A P6 male offspring from a parental pair of a male *Signalox-hSRY* mouse and a female *Ddx4-Cre* mouse (pair-1), and a P36 male offspring from a parental pair of a male *Ddx4-Cre* mouse and a female *Signalox-hSRY* mouse (pair-2) were analyzed with PCR and RT-PCR for the genome recombination and transgene expression respectively. (A) Genotype was analyzed with PCR on DNAs from the brain, Br; heart, He; and testis, Te, as described in the Methods. Results showed that *Signalox-hSRY* transgene was recombined in all organs of the offspring from pair-1, but was recombined only in the testis of the offspring from pair-2 ( $\Delta$ DsRed, arrow). (B) Results of RT-PCR analysis of RNAs from the same organs to detect the expression of transgene, using the Roche Transcriptor Reverse Transcriptase kit. *Cre* was expressed only in testis (blue arrow). The transcript from the recombined *Signalox-hSRY* (active-*hSRY*) was expressed in all organs of the offspring from pair-1, but it was expressed only in the testis of the offspring from pair-2 (red arrow).  $\beta$ -actin was used as a positive control.

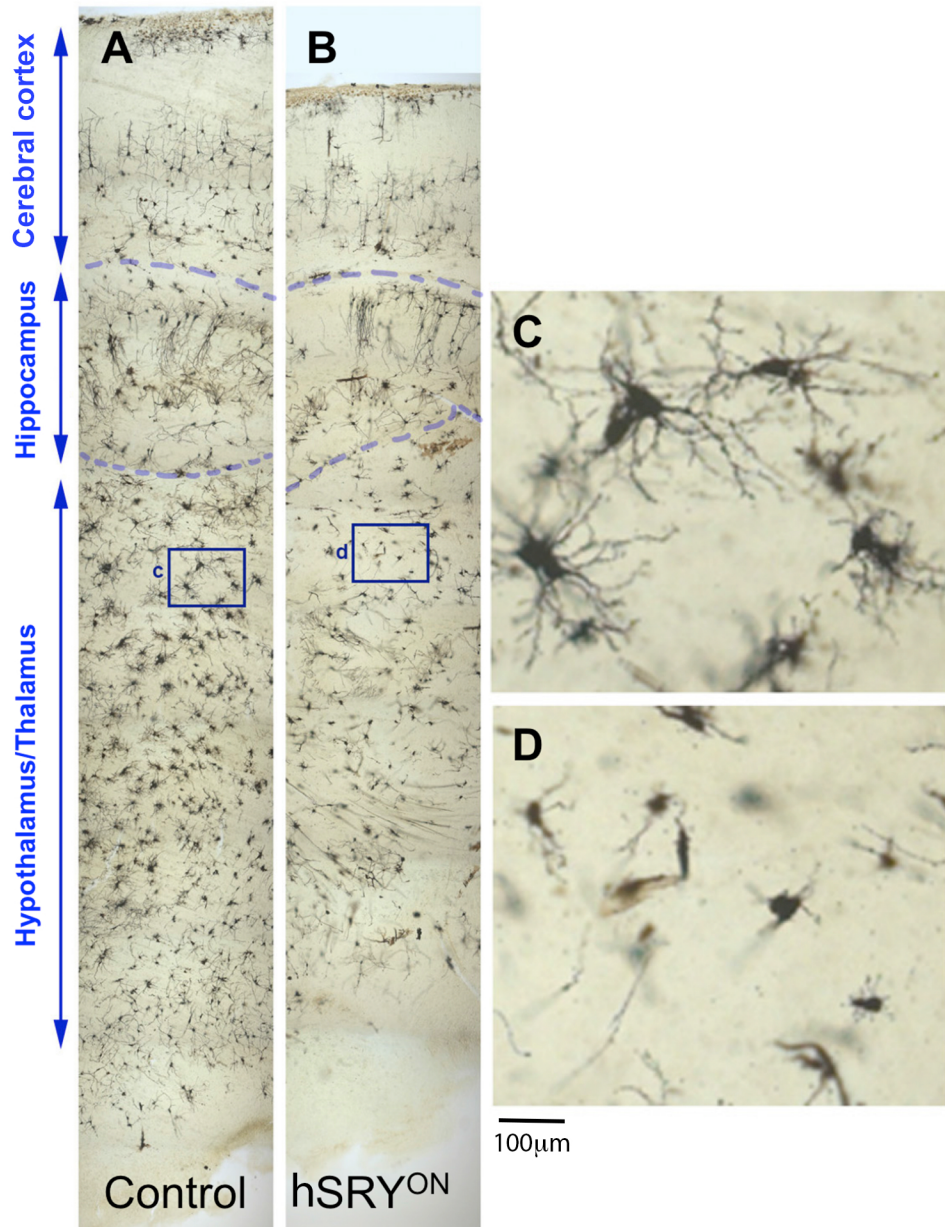

Supplemental Figure 2. Golgi-Cox staining of sagittal sections across the cerebral cortex, hippocampus and thalamus/hypothalamus areas in the brains of a control littermate (A) and a hSRY<sup>ON</sup> mouse (B) at P12 postnatal stage. C and D are enlargements of boxed areas in A and B respectively, showing reduced arborization of dendrites in the thalamus area in the brain of the hSRY<sup>ON</sup> mouse (D).

How the deposited data were processed for this re-analysis (not part of the article)

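The data are gene expression arrays of hearts from 3 male hSRY-ON and 3 male hSRY-OFF mice at postnatal day 6. Conditions and replicate numbers were taken from the sample labels and the methods. The brain, lung and liver, which the paper also studied, were not analysed here.

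The authors hybridized total RNA to MouseRef-8 BeadChip arrays and deposited, for each probe and heart, the mean bead intensity on a linear scale. These intensities were not normalized, and no background had been subtracted from them in the values themselves, since the lowest intensity of each array lay between 110 and 135. The authors also deposited a detection p-value for each probe on each array, taken against the negative-control beads of that array. The software that summarised the beads is not named in the paper's text, and no genome build enters these values. No pair of arrays held identical values.

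From there, the processing was done with R 4.3.3 and limma 3.58.1, and figures were drawn with Python 3.11.15 and matplotlib 3.10.9. The neqc function corrected the background by the normal-exponential model, with the negative-control distribution inferred from the detection p-values, added an offset of 16, quantile normalized the arrays and took log2. A probe was tested when its detection p-value was under 0.05 on at least 3 of the 6 arrays, whichever group they belonged to. Each probe was fitted with lmFit and eBayes, with the group as the only term, and the two-sided p-values were adjusted over all tested probes by the Benjamini-Hochberg method. Each probe was tested on its own, and a named gene is given by 1 probe where the text names no other. Where 1 value per gene was needed, the probe with the highest mean over the 6 arrays was used. A probe above background on no array of a group has only a lower bound for its change, which holds for the background-corrected intensities.

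The depth of an array is its signal over background. Between 47.2% and 51.3% of the probes were detected on each array. The median intensity of the detected probes was 377 to 528 in hSRY-OFF and 399 to 426 in hSRY-ON hearts, and the highest intensities were between 43036 and 48079. With 3 arrays in each group, their number limits the precision.

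The steps were tested on simulated data, in which 200 probes were changed by known amounts between 3 simulated hSRY-ON and 3 simulated hSRY-OFF hearts. A further 80 probes, those of 1 list of genes, were lowered and are not among these 200. Of 13010 tested probes, 196 of the changed ones (98.0%) were called in the right direction and 18 unchanged probes were called. The median ratio of the fitted to the true log2 fold change was 0.893, so the fitted changes were smaller than those the simulation had planted. The simulated noise was independent between probes, and far fewer probes were changed than were called in the real hearts. These rates therefore do not carry over to the real data.

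Lists of genes were tested with limma's camera against all other tested genes, at a preset correlation of 0.01. Fry, and camera with its estimated correlation, were the alternatives. Fry asks only whether the genes of a list changed, not whether they changed more than the other genes. There were 9 lists for the paper's conclusions, 5 for hypotheses and 16 of genes typical of a tissue or cell type, and p-values were adjusted within each of these families. The lists, the probe filter, the tests and the alternatives were written before the data were examined, except 3 of the tissue lists (cardiomyocyte core, endothelium and fibroblasts), which were written after the values had first been seen and before any test of them. A list's count of differentially expressed genes is also given as adjusted over the list alone.

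The paper's heart genes were taken from its Supplemental Table S2, which was held in full, and compared with Fisher's exact test over the tested genes. Of the heart sheet of its Supplemental Table S1, the first 1998 of 2910 entries were held, and they were used gene by gene only. Molecules of the paper's pathways came from its Supplemental Table S3 and were matched by symbol without regard to case, or by another name of the gene in the NCBI annotation of GRCm38.p6. The 2 molecules left unmatched were CCL21 and TF.

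The genes named in the text follow a rule set in advance. They are the 6 probes with the largest increase and the 6 with the largest decrease among the differentially expressed probes whose hSRY-ON hearts all lay on one side of the hSRY-OFF hearts, the first 10 genes of the heart sheet of Supplemental Table S1, the differentially expressed members with the largest increase and the largest decrease within a list, 8 genes of cardiac hypertrophy and maturation, the sex-linked genes and the Sox family. Other genes are named outside this rule. Adipoq, Cfd, Cidea, Fabp4, Plin (Plin1) and Elovl3 were named before their values were seen. Slc2a1, Vegfa, Ankrd37, Egln3, Pgk1, Ldha, Ckm, Ckb, Mybphl, Atg10, Ssbp2, Cdkn1a, Cebpb and Per1 were named after values had been seen.

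The alternatives were intensities without background correction, normexp background correction with an offset of 50, no normalization between arrays, scaling each array to the median of its detected probes, a scaling in the manner of TCC, no probe filter, detection on all 6 arrays, detection at 0.01, eBayes with an intensity trend, array weights, the replicate number as a block, each heart left out in turn, and other thresholds. The scaling in the manner of TCC computed 1 factor per array from a trimmed mean of log ratios, with a trimmed share of 0.3, in 3 rounds that left out the probes called before, on intensities without background correction. TCC itself was not run. For lists, the mean of a gene's tested probes in place of the brightest probe was a further alternative.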

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

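Of the tests in this part, that of detection on all 6 arrays as a requirement of the authors' list was chosen only after the result was seen.

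In the hSRY-ON hearts 408 genes were up-regulated that the paper's Supplemental Table S2 does not list for the heart, a signal above the control hearts in genes outside those the paper discusses. Another 292 unlisted genes were down-regulated, which makes 700 in all, of which 316 changed at least 2-fold. The tables argue against the background correction of dim probes as the whole cause, since 62.6% of the 700 genes (438) were differentially expressed in the same direction on intensities without background correction. For the rest of the genes it stays open. A requirement of detection on every array in the authors' list is a candidate explanation for why the genes are not listed. All 2910 genes the paper lists for the heart had a probe with a detection p-value under 0.01 on all 6 arrays, against 79.8% of the tested genes, and 86.7% of the 700 unlisted genes had no differentially expressed probe that met this. The median of the mean log2 intensity was 9.75 for the differentially expressed genes that are listed and 7.70 for those that are not. The paper's text does not name such a filter, and it would leave 93 of the unlisted genes unexplained. It also bears only on why genes are not listed. Why their expression differed stays open, with the activation of hSRY among the explanations, which was not tested apart from the group difference itself.

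Among the unlisted genes were 4 of the 5 genes that increased the most under the background correction used, Fam159b, at least 22.2-fold on the corrected intensities, Aqp8, with log2 fold changes of 4.79 and 4.49 at its probes, Pgf, at 4.64, and Cldn23, at 4.62. In each of these the hSRY-ON hearts all lay above the hSRY-OFF hearts, and the direction and the call were kept under every alternative that tested the probe, with the lowest log2 fold changes of 2.90 for Fam159b, 3.15 for the brighter probe of Aqp8, 2.88 for Pgf and 3.03 for Cldn23. These lowest values were reached without background correction, under which the bound for Fam159b does not hold. The size of the changes rests on the control hearts, in which the genes were dim. At a detection p-value under 0.01, Fam159b was detected on 0 of the 3 hSRY-OFF arrays, Pgf on 1, Cldn23 on 2, and the probes of Aqp8 on 1 and 2, while all were detected on the 3 hSRY-ON arrays. A second probe of Fam159b was detected on 2 of the hSRY-ON arrays and on none of the hSRY-OFF arrays. They are therefore among the 86.7% of unlisted genes for which a requirement of detection on every array is a candidate explanation of their absence from the paper's list. RNA from cells other than those of the heart was not tested as a source for these genes.

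Ucp1, the uncoupling protein of brown fat, had a log2 fold change of 3.67 (standard error 1.07, adjusted p = 0.0395 from limma) and is not in the paper's heart list. The control hearts did not measure it alike. Its normalized log2 intensity was 4.64, 5.03 and 8.88 in hSRY-OFF replicates 1, 2 and 3 and 10.81, 8.80 and 9.94 in hSRY-ON replicates 1, 2 and 3, so the groups overlapped. The call was lost without the probe filter (still 3.67) and when hSRY-OFF replicate 1 (2.89) or 2 (3.07) or any of the hSRY-ON hearts was left out. Brown fat carried over with some of the hearts cannot be told apart from a change within the heart. The list of genes of brown and white fat had a median log2 fold change of 0.30 over 14 tested genes, with members moving both ways. Adipoq changed by 1.48 (adjusted p = 0.0265) and Cfd by 1.26 (adjusted p = 0.0818), and each had 4 of the 6 hearts at the same rank as Ucp1, while Cidea changed by -1.05 (adjusted p = 0.0691) and shared 0 ranks. Of the other fat genes named beforehand, Elovl3 and Plin, the array's symbol for Plin1, were above background on none of the 6 arrays, and Fabp4 on 0 of the hSRY-ON and 2 of the hSRY-OFF arrays (5.00 against 5.57). These go against carry-over, but probes this near the background do not exclude it. Of the 25 genes of this list 11 were detected on all hSRY-OFF arrays, 4 are also in another list and 2 are in the paper's heart list. Cfd and Cidea passed the threshold under some alternatives. Adipoq failed it without the probe filter, with the replicate number as a block, and without hSRY-OFF replicate 1 or 2 or hSRY-ON replicate 1 or 3.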

How the results depend on the processing

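The test of the dim array was chosen only after the result was seen.

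Of 96 named probes, 73 were differentially expressed, and 57 of these kept their direction and their call under every alternative that tested them. None of the 73 changed sign. Over all named probes and alternatives, 1476 values kept their direction and their side of the threshold, 88 no longer passed it, 33 newly passed it and 11 changed sign.

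The lists of oxidative phosphorylation (-0.77 to -0.52), the TCA cycle (-0.97 to -0.66), fatty acid beta-oxidation (-1.23 to -1.04), contraction and sarcomere (-0.48 to -0.20) and extracellular matrix and fibrosis (0.31 to 0.49) kept their direction under every alternative and their call under all but camera's estimated correlation. Glycolysis (-0.43 to -0.13) and apoptosis and p53 targets (0.04 to 0.22) passed under no alternative. Of the molecules of the paper's heart pathways, between 81 and 94 were differentially expressed.

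The stricter thresholds lowered the number of differentially expressed probes by construction, from 3567 to 1221 with a log2 fold change of at least 1 in either direction (635 up, 586 down) and to 1759 at an adjusted p-value under 0.01 (891 up, 868 down). Without normalization between arrays the number was 1897, with 731 up and 1166 down, 1793 of the 3567 probes were still differentially expressed in the same direction, and 1136 genes of the paper's heart list were differentially expressed in the listed direction in place of 2273. The cause was not tested. With array weights it was 4976. With each heart left out in turn, the number ranged from 2239 to 3714, of which 1131 to 1809 were up and 1108 to 1905 down, and the genes of the paper's list from 1426 to 2249. Fewer arrays leave fewer degrees of freedom, but the lowest numbers, reached without hSRY-OFF replicate 1, and the highest, without hSRY-OFF replicate 3, were not explained further, and the cause was not tested.

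The dim array, hSRY-OFF replicate 3, was not the source of most of the calls. Without it 3714 probes were called, and 3058 of the 3567 probes (85.7%) were still called in the same direction. The rest of the 3567 were not. Of the 10 ways to split the 6 hearts into 3 and 3, only the real one gave as many differentially expressed probes, 1 of 10, and the same 1 of 10 held for the up-regulated and for the down-regulated probes. Every other split gave 0 differentially expressed probes. With 10 splits the share cannot fall below 0.1, so chance cannot be excluded by this count.

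The list of hypertrophy and fetal cardiac genes no longer passed with scale normalization (0.30), detection at 0.01 (0.33) or array weights (0.45), and over the hearts left out in turn its median ranged from 0.21 to 0.44, with the call lost without hSRY-OFF replicate 1 or 3 or hSRY-ON replicate 3. The cause was not tested. With camera's estimated correlation the medians are the same by construction, and the lists of oxidative phosphorylation (-0.54), the TCA cycle (-0.84), fatty acid beta-oxidation (-1.07), contraction and sarcomere (-0.31), hypertrophy and fetal cardiac genes (0.44), cell cycle (-0.43) and extracellular matrix and fibrosis (0.47) no longer passed. The cause was not tested. Under fry, cell cycle (-0.43) no longer passed. Its members had the highest estimated correlation of the 9 lists, 0.73.

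The changes of sign were all in genes that were not differentially expressed. Sox12 (0.01) became -0.10 and Sox9 (0.04) became -0.084 without normalization between arrays, and Sox12 became -0.035 with array weights. With each heart left out in turn, Sox12 ranged from -0.14 to 0.17, Sox9 from -0.42 to 0.30 and Tnni1 (-0.05) from -0.28 to 0.094. The cause was not tested.

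The groups share replicate numbers, but nothing shows that the numbers pair the hearts. The deviations of same-numbered arrays from their group means correlated at -0.02, 0.04 and -0.07. The paper describes its controls as littermates, but neither it nor the labels give the litter or batch of each of these hearts, so a litter effect was not tested. With the replicate number as a block, 2842 probes were differentially expressed, of which 2729 were also among the 3567.

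Signal over background limits the dim genes. Of the differentially expressed probes, 170 were above background on none of the hSRY-OFF arrays and 75 on none of the hSRY-ON arrays, and their changes are known only as bounds. The stricter detection filters left out some of the dim named probes, which have no value there.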

Differences from the paper's values

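The comparisons of Ankrd37, Ckb, Egln3, Ldha and Slc2a1 with the paper were chosen only after values had been seen.

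The numbers of up- and down-regulated genes of the heart, 1515 and 1461, did not differ from the paper's 1393 and 1517, where counts were taken to differ when one was more than 1.5 times the other. They did differ without normalization between arrays, at 624 and 967, and the down-regulated genes also without hSRY-OFF replicate 1 (916) or 2 (1011) or hSRY-ON replicate 1 (980).

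Of 30 genes with a log2 ratio in the part of Supplemental Table S1 that was held, 10 differed by more than the spread between replicates, all in the same direction as the paper's. This part has all 1393 entries with a positive ratio and 605 with a negative one, so the 912 entries not held are all decreases. No ratio was held for Ckmt2, Rpl3l or Acta1, and these comparisons by gene say little about large decreases. Of the 5 genes chosen after values had been seen 2 differed, Ckb and Ldha, and of the other 25 genes 8 did. Over 1177 genes with a single probe, the log2 fold changes here had a median ratio to the paper's of 1.21, a median absolute difference of 0.12 and the same sign in every gene. On intensities without background correction the median ratio was 0.997 and the median absolute difference 0.01, and with scaling in the manner of TCC they were 1.01 and 0.01. Among the alternatives set before the data were examined, the number of the 30 genes that differed was 0 with scaling in the manner of TCC, 2 without background correction, 5 with the normexp offset of 50, 7 without normalization between arrays, 8 with scale normalization and 9 to 15 with a heart left out. It was 11 with array weights, and 10 with each other probe filter, with an intensity trend and with the replicate number as a block.

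Arhgef4 changed by 4.86 here against the paper's 3.66, and Aldoc by 4.18 against the paper's 3.03. Both fell within the paper's value without background correction and with scaling in the manner of TCC, and differed under all other alternatives. Ppp1r1b changed by 3.87 against the paper's 3.12, and Lgals3 by 2.44 against the paper's 1.80. These did not differ without background correction, with the normexp offset of 50 and with scaling in the manner of TCC, and differed under the others. Phactr1 changed by 3.53 against the paper's 3.08, and Sox5 by 1.05 against the paper's 0.49. Neither differed under those 3 settings or without hSRY-OFF replicate 1, and both differed under the rest. Mylk changed by 3.33 against the paper's 3.08, and did not differ under those 3 settings, without normalization between arrays, or without hSRY-OFF replicate 2 or hSRY-ON replicate 1 or 3, and differed under the rest. Tnnt1 changed by 3.51 against the paper's 3.43, and did not differ without background correction, without normalization between arrays and with scaling in the manner of TCC, and differed under the rest. Ckb changed by 0.43 against the paper's 0.27, and did not differ without normalization between arrays, with scale normalization, with scaling in the manner of TCC, or without hSRY-OFF replicate 2 or hSRY-ON replicate 1, and differed under the rest. Ldha changed by -0.13 against the paper's -0.31, and did not differ without normalization between arrays, with scale normalization and with scaling in the manner of TCC, and differed under the rest. The lowest log2 fold change was -7.09 here, that of Ckmt2, and about -6.2 in Fig. 4A, read by eye. It was -6.15 without background correction and -6.24 with scaling in the manner of TCC, which did not differ, and all other alternatives did.

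The paper lists 2910 genes for the heart, of which 2273 were differentially expressed here in the listed direction and 637 were not differentially expressed. The number in the listed direction was 2753 with array weights, 2671 with an intensity trend, 2667 without background correction, 2613 with the normexp offset of 50, 2606 with scaling in the manner of TCC, 2468 with detection on all 6 arrays and 2405 with detection at 0.01. It was lower with scale normalization (2210), without the probe filter (2028), with the replicate number as a block (1791), without normalization between arrays (1136) and with a heart left out (1426 to 2249). Of the genes the text names, Sox18, Sox13, Ankrd37, Egln3 and Ldha are listed by the paper as down-regulated and were not differentially expressed here. Sox18 (-0.51, adjusted p = 0.0518) passed without background correction, with the normexp offset of 50, with either stricter detection filter, with an intensity trend, with array weights and without hSRY-OFF replicate 3. Sox13 (-0.57) passed with array weights and without hSRY-OFF replicate 3, Ankrd37 (-0.74) without normalization between arrays, with array weights and with the replicate number as a block, Egln3 (-0.53) with that block, and Ldha with scaling in the manner of TCC. The highest ratio in the paper's heart sheet is that of Serpina3h, whereas Fam159b, Arhgef4, Aqp8, Pgf and Cldn23 increased more here with the background correction used, Fam159b by at least 22.2-fold on the corrected intensities. Of these the paper lists only Arhgef4 for the heart. Without background correction and with scaling in the manner of TCC the order was the paper's among these genes, with Serpina3h at 3.96 under either setting and Arhgef4 at 3.62 and 3.64, and the others lower still. With the normexp offset of 50, Arhgef4 alone stayed above Serpina3h, at 4.19 against 4.17.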

Other observations

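Of the tests in this part, those of the share of cardiomyocytes and of a single faulty probe as causes of the lower Ckmt2, of the core contractile genes by brightness, of the levels of macrophage and fibroblast markers against endothelial markers, of the genes that rise after birth with energy metabolism left out, of the fasting list without the genes of beta-oxidation, and of the 5 brightest atrial genes were chosen only after the result was seen.

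Several explanations were tested for the lower expression of oxidative phosphorylation genes in the hSRY-ON hearts, which is -0.54 at the median. A lower share of cardiomyocytes is argued against as the whole cause by the markers of other cell types, which it would raise alike. They moved apart, with medians of -0.24 for endothelium, 0.12 for fibroblasts and 0.92 for macrophages (0.87 with the probe known only as a bound set to it). The level of the macrophage markers rose by 1.05 beyond that of the endothelial markers, with SDs of 0.10 in hSRY-ON and 0.13 in hSRY-OFF hearts (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow), and that of the fibroblast markers by 0.41, and the endothelial level was lower in each hSRY-ON heart than in each hSRY-OFF heart. A change in the macrophages themselves stays open, and so does a lower share of cardiomyocytes as a part of the cause. The core contractile genes of cardiomyocytes decide nothing. Their median log2 fold change was -0.21 over 14 genes, all of which are also in other lists, but 8 of them had a mean log2 intensity of at least 14, near the top of the scale, where changes may be compressed. Under 12, the median was -1.11 over 4 core genes and -1.08 over 16 oxidative phosphorylation genes, so the core genes did not fall by less there. From 12 to 14 the core genes fell by less, with medians of -0.04 against -0.72 over 23 oxidative phosphorylation genes. That rests on 2 core genes, which is too few to decide. More atrial tissue stays open. The atrial list had a median of 0.14 (camera, adjusted p = 0.341), with 5 of 15 tested genes up- and 2 down-regulated and its mean level higher in each hSRY-ON heart than in each hSRY-OFF heart, and the ventricular list a median of -0.70 (camera, adjusted p = 0.0765), with 3 of 14 up- and 7 down-regulated. The lists moved in opposite directions, but neither passed with camera, and under fry the ventricular list passed and the atrial one did not. Of the ventricular genes 11 are also in other lists and 8 are in the paper's heart list, and of the atrial genes 7 and 7. The 5 brightest atrial genes went both ways, from Myl4 at -0.99 to Mybphl at 0.15, with a median of -0.16, which decides nothing.

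An immature heart is consistent with the values as a hypothesis. Genes known to rise after birth had a median of -0.99, with 24 of 32 tested genes down-regulated (25 down and 1 up when adjusted over the list alone). With genes of energy metabolism left out, the median of the other 23 genes was -0.90, with 16 down-regulated. Genes known to fall after birth had a median of 0.37 (camera, adjusted p = 0.0321), with 13 of 27 up- and 3 down-regulated (13 and 5 when adjusted over the list alone). Both lists passed under fry, and neither did with camera's estimated correlation after adjustment over the 5 lists of hypotheses. Some genes go against it. Acta1, of the latter list, changed by -3.25. Tnni1 changed by -0.05, and its sign turned when hSRY-OFF replicate 1 or 2 or hSRY-ON replicate 1 was left out. Myl4 changed by -0.99, a call that was lost without the probe filter and when any heart but hSRY-ON replicate 3 was left out. The cell cycle list, which a younger heart would be thought to raise, had a median of -0.43. That list did not pass under fry or with the estimated correlation, so it carries little weight here. The paper reports that hSRY-ON pups grew less, and a general delay of growth and an effect of hSRY within the heart were not told apart by any test here.

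A response to hypoxia stays open. The list of hypoxia-induced genes had a median of 0.28 (camera, adjusted p = 0.0741), passed under fry and not under camera, with 14 of 33 tested genes up- and 3 down-regulated, also when adjusted over the list alone. Slc2a1 increased by 1.27 and Aldoc by 4.18, whereas the probes of Vegfa changed by -1.24 and -0.44 and those of Ankrd37, Egln3 and Pgk1 by -0.74, -0.53 and -0.32. Of these decreases only the first, of Vegfa, was differentially expressed. Slc2a1, Vegfa, Ankrd37, Egln3 and Pgk1 were named after values had been seen. Of the genes of the hypoxia list, 18 are also in other lists.

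Ckmt2 fell by more than any other gene called here. A lower share of cardiomyocytes is argued against by the core contractile genes, which fell by far less, with a median of -1.11 over the 4 with a mean log2 intensity under 12. Another creatine kinase gene, Ckm, also fell by less, at -0.90. The creatine kinase gene Ckb changed by 0.43 (a call that was lost under 8 alternatives), but a rise does not go against a lower share of cardiomyocytes. A single faulty probe is argued against by the second probe, at -6.85. A change at the gene's own locus stays open. Of its 10 nearest tested genes in the annotation of GRCm38.p6, 5 on each side, 2 were differentially expressed (Atg10 at -0.48, with -1.12 at its dimmer probe, and Ssbp2 at 0.38, both named after their values were seen), against 28.8% of all tested genes. That count is too small to decide, and a change of Ckmt2 alone, such as a loss of its own sequence or of its regulation, would leave its neighbours unchanged. In that annotation the gene lies on another chromosome than the one on which the paper places the transgene. A difference in strain between the groups around this gene was not tested.

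For the genes the paper lists in all 4 organs, a shared hormonal or nutritional response was tested in the heart. A response to glucocorticoids is consistent with the values as a hypothesis, as the list of glucocorticoid-induced genes had a median of 0.78 (camera, adjusted p = 8.92e-05), with 17 of 28 tested genes up- and 2 down-regulated (18 and 2 when adjusted over the list alone). With the 2 probes known only as bounds set to them, the median of the list was 0.70. The list passed under fry and not with the estimated correlation. Serpina3n increased by 3.81 and Pdk4 changed by -1.32. Only 3 of the 37 genes that the paper lists as up-regulated in all 4 organs are in this list, Cdkn1a, Cebpb and Per1, so at most a part of them is covered, and 17 of the 35 genes of the list are in the paper's heart list. A fasting response stays open. The paper reports a lack of milk in the stomachs of hSRY-ON pups and little suckling, but not how the pups used for the arrays had fed. The list of fasting genes moved down, opposite to an induction by fasting, but without its genes of beta-oxidation it did not pass with camera. Genes induced by fasting and PPAR had a median of -0.76 (camera, adjusted p = 1.16e-04), with 11 of 22 tested genes down- and 2 up-regulated (14 and 3 when adjusted over the list alone), Acadvl at -1.55 and Angptl4 at 0.67, a call that was lost without normalization between arrays, without the probe filter, with the replicate number as a block and when any heart but hSRY-ON replicate 3 was left out. The list passed under fry and not with the estimated correlation. Of its genes 9 are also in the list of fatty acid beta-oxidation, which fell as a list of its own, and without these the other 15 tested genes had a median of -0.46, with 2 up- and 5 down-regulated, and passed under fry but not with camera. In all, 18 of the 35 genes of the list are also in other lists and 18 are in the paper's heart list, and 0 of the genes that the paper lists in all 4 organs are in it.

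The list of extracellular matrix and fibrosis genes, 38 tested, had a median log2 fold change of 0.47 (camera, adjusted p = 2.09e-05), with 19 genes differentially expressed, each of them up-regulated, and 22 up and 3 down when adjusted over the list alone. Timp1 increased the most, by 3.17 (standard error 0.14), and by 3.23 at its other probe. The mean level of the list was higher in each hSRY-ON heart than in each hSRY-OFF heart.

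The other splits of the 6 hearts were also used for the lists. A camera p-value as small as the real one was found in 1 of 10 splits for oxidative phosphorylation, for the TCA cycle and for fatty acid beta-oxidation, in 2 for hypertrophy and fetal cardiac genes and for extracellular matrix and fibrosis, in 3 for contraction and sarcomere, in 5 for cell cycle, and in 6 for glycolysis and for apoptosis and p53 targets. With 10 splits chance cannot be excluded for any of them.

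The remaining lists of tissues and cell types are given as values. The median log2 fold changes were -1.23 for skeletal muscle, -0.36 for thymus and T cells, -0.50 for red cells, 1.27 for neutrophils, 0.52 for lung, 1.85 for liver, 0.23 for smooth muscle, -0.34 for lymphatic endothelium and -0.24 for Schwann and neural cells. With probes known only as bounds set to them, the medians were -1.18 for skeletal muscle and 1.83 for liver. Of the 16 lists, macrophages (adjusted p = 1.06e-04), skeletal muscle (adjusted p = 0.00317) and neutrophils (adjusted p = 0.0266) passed with camera, and none did with the estimated correlation. Under fry 11 passed, those 3 and lung, liver, smooth muscle, Schwann and neural cells, cardiomyocyte core, endothelium, fibroblasts and ventricle. Fry does not set a list against the other genes, so a pass there does not mark a list out from them. Macrophages had 12 of 19 tested genes up-regulated, with Lgals3 at 2.44, and 12 of its genes are in the paper's heart list. Neutrophils had 8 tested genes, 3 of them up-regulated, with Lcn2 at least 3.77-fold higher on the background-corrected intensities, and with a log2 fold change of 0.85 without that correction. In skeletal muscle 8 of 10 tested genes were down-regulated, with Casq1 at -3.32, and 1 was up-regulated, Actn3, at least 3.10-fold higher on the corrected intensities and with 0.81 without that correction. Liver had 6 tested genes, with Ahsg at 3.07 and Vtn at -2.79.

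The paper proposes competition with resident SOX factors as one among many possible mechanisms of SRY. Of the Sox genes on the array, 9 had a tested probe. Sox7 changed by -0.75 and -0.89 at its probes (adjusted p = 0.00264 and 0.00132), Sox17 by -0.56 (adjusted p = 0.0325) and Sox5 by 1.05 (adjusted p = 0.00857). The call of Sox17 was lost without normalization between arrays and when any heart but hSRY-OFF replicate 3 was left out. Sox4 (-0.56, adjusted p = 0.0500), Sox18 (-0.51), Sox13 (-0.57), Sox8 (-0.25), Sox12 and Sox9 did not pass, though Sox4 did with either stricter detection filter and without hSRY-OFF replicate 1, and Sox12 and Sox9 changed sign between alternatives.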
